# Sexual Fate Change of XX Germ Cells Caused by the Deletion of SMAD4 and STRA8 Independent of Somatic Sex Reprogramming

**DOI:** 10.1371/journal.pbio.1002553

**Published:** 2016-09-08

**Authors:** Quan Wu, Kurumi Fukuda, Yuzuru Kato, Zhi Zhou, Chu-Xia Deng, Yumiko Saga

## Abstract

The differential programming of sperm and eggs in gonads is a fundamental topic in reproductive biology. Although the sexual fate of germ cells is believed to be determined by signaling factors from sexually differentiated somatic cells in fetal gonads, the molecular mechanism that determines germ cell fate is poorly understood. Herein, we show that mothers against decapentaplegic homolog 4 (SMAD4) in germ cells is required for female-type differentiation. Germ cells in *Smad4*-deficient ovaries respond to retinoic acid signaling but fail to undergo meiotic prophase I, which coincides with the weaker expression of genes required for follicular formation, indicating that SMAD4 signaling is essential for oocyte differentiation and meiotic progression. Intriguingly, germline-specific deletion of *Smad4* in *Stra8*-null female germ cells resulted in the up-regulation of genes required for male gonocyte differentiation, including *Nanos2* and *PLZF*, suggesting the initiation of male-type differentiation in ovaries. Moreover, our transcriptome analyses of mutant ovaries revealed that the sex change phenotype is achieved without global gene expression changes in somatic cells. Our results demonstrate that SMAD4 and STRA8 are essential factors that regulate the female fate of germ cells.

## Abstract 2

Double ablation of SMAD4 and STRA8 causes female-to-male switching of XX germ cells without affecting somatic cell fate. This suggests that SMAD4 and STRA8 are essential intrinsic factors that determine the female fate of germ cells, collaborating to suppress expression of male genes.

## Author Summary

Mammalian sex depends on a male-specific gene, sex-determining region Y (SRY), which is located on the Y chromosome. Individuals lacking this gene will develop as female. Accordingly, germ cell fate also changes from male to female in the absence of SRY. Therefore, it is thought that somatic cells regulate germ cells to become sperm or oocytes. However, it is largely unknown what factor is responsible for sexual fate determination in germ cells. In fetal ovaries, retinoic acid (RA) initiates STRA8 expression in germ cells and induces meiosis. Female germ cells without STRA8 fail to enter meiosis but still progress to oogenesis and form oocyte-like cells, indicating that RA is not the regulator of oogenesis. Here, we found that female germ cells lacking both SMAD4 and STRA8 (but not a single knockout) develop as male gonocyte-like cells in ovaries, indicating that these two factors work as female germ cell determinants. To our surprise, the sexual fate switch observed in the double knockout ovary is not accompanied by gene expression changes in somatic cells, revealing the unexpected finding that somatic factors controlled by SRY are dispensable for the upregulation of male-specific genes in germ cells.

## Introduction

Primordial germ cells (PGCs) that emerge in the early mouse embryo have the capability to become either spermatocytes or oocytes and are enclosed by somatic cells in embryonic testes or ovaries. The sexual fate of germ cells in gonads is thought to be determined by factors derived from somatic cells because somatic sex determination precedes germ cell sex determination, and sex reversal in somatic cells leads to sex reversal in germ cells [1]. However, when and how germ cells receive such signals, and the determinants of germ cell sex, remain unknown. Understanding the mechanism of sex determination in germ cells requires elucidation of the pathways associated with male and female differentiation events.

The earliest sign of sexual differentiation in male germ cells is the entry into cell cycle arrest that is likely due to the suppression of retinoic acid (RA) signaling caused by upregulation of the RA-metabolizing enzyme CYP26B1 in somatic cells [2–4]. Simultaneously, the male-specific factor NANOS2 is induced by mothers against decapentaplegic homolog (Smad) 2 signaling in germ cells, and the expression is maintained during the embryonic stage [5–8]. The sex of germ cells in testes is determined by NANOS2 function, as the absence of NANOS2 impedes male differentiation and results in the induction of female characteristics, such as meiotic initiation and upregulation of genes associated with oocyte differentiation [9,10]. Inversely, if *Nanos2* is ectopically induced in female germ cells, the cells fail to enter meiosis and begin male-specific gene expression, such as DNA methyltransferase 3-like protein (*Dnmt3L*) and *MIWI2*, which are required for male-specific de novo DNA methylation in embryonic testes [10–13]. The somatic factor sex-determining region Y (SRY) and its downstream effectors SRY-box (SOX) 9 and fibroblast growth factor 9 (FGF9) are essential for the male fate decision because their deletions lead to male-to-female sex reversal, germ cells included [14–19]. Among these factors, FGF9 is considered to work directly in germ cells to induce *Nanos2* [16,20]. However, a recent report showed that the deletion of a female-specific gene, wingless-related MMTV integration site 4 (*WNT4*), in *Fgf9*-null testes rescues the switch from male to female, which suggests that FGF9 acts by suppressing WNT4 expression rather than by actively directing male fate [21]. Thus, the signal that induces the male fate decision remains unknown.

The sexual fate of germ cells in ovaries appears to be induced by two distinct processes—meiosis and oocyte differentiation—that proceed simultaneously [22]. Upon receiving an RA signal, XX germ cells express genes such as stimulated by retinoic acid 8 (*Stra8*) and *Rec8* [2,23,24]. After pre-meiotic DNA replication controlled by STRA8, germ cells enter meiotic prophase I, during which homologous chromosome pairing and recombination occurs in a series of stages: leptotene, zygotene, pachytene, and diplotene. Therefore, sexual differentiation in the ovary is associated with meiotic initiation, a process that is never observed in wild-type testes during the embryonic stage. In *Stra8*-deficient ovaries, XX germ cells enter neither meiosis nor mitosis and retain DNA content as 2N [23]. However, a recent study showed that oocyte-like cells are generated without premeiotic replication in *Stra8*-deficient ovaries, which indicates that the feminization of germ cells occurs independent of meiosis and that factors other than RA must be involved in the induction of oocyte differentiation [22]. FOXL2 and WNT4 are possible somatic factors required for female fate determination, as evidenced by the sex reversal of XX PGCs caused by the deletion of *Foxl2* and *Wnt4* [25]. However, it is controversial whether the effector of Wnt signaling, β-catenin, functions in somatic cells or germ cells [26–28]. Therefore, the somatic factors downstream of FOXL2 and WNT4 signals that directly induce oocyte differentiation are unclear.

To clarify the signals that lead to the sexual determination of germ cells, we have focused on the transforming growth factor β (TGFβ) signaling pathway. We have shown that nodal/activin signaling is activated in germ cells in embryonic testis but not in ovaries, and is required for the induction of the male determinant NANOS2 [5,8]. In this study, we investigated the possible role of bone morphogenetic protein (BMP) signaling in the sexual differentiation of germ cells in ovaries because a previous study suggested that *Bmp2* expression was under the control of Wnt signaling, although the function of BMP2 remains unknown [29]. BMP signaling is mediated by SMAD 1, 5, or 8 and their common mediator Co-SMAD4 [30]. To determine the function of BMP signaling, we deleted *Smad4* in a germ-line-specific manner. We here provide evidence that Smad4 signaling plays essential roles in the induction of oocyte-specific regulators as well as in meiotic progression. Notably, the suppression of Smad4 and RA signaling in germ cells is sufficient to direct the cells to take a male pathway even in the absence of male somatic cells.

## Results

### Smad4 Signaling Is Required for Germ Cell Survival in the Fetal Ovary

To investigate any involvement of BMP signaling in the fetal ovary, we used immunostaining to examine the expression pattern of phosphorylated SMAD (pSMAD) 1/5/8. pSMAD1/5/8 was detected in both germ and somatic cells in ovaries from E11.5 to E13.5, suggesting that BMP signaling is activated in both cell types (S1A Fig). pSMAD1/5/8 requires SMAD4 to activate downstream genes even though these factors can enter the nucleus upon ligand binding [31]. Thus, we used a floxed allele of *Smad4* encoding the Co-SMAD protein to analyze the function of BMP signaling in ovaries. Although SMAD4 may mediate other TGFβ-signaling pathways mediated by SMAD2 and 3, previous studies have shown that phosphorylated SMAD2 was not detectable in ovaries at this stage [5,32]. Therefore, we reasoned that the deletion of *Smad4* may disrupt pSMAD1/5/8-dependent BMP signaling rather than pSMAD2/3-dependent signaling in the ovary, but we do not exclude the possibility that SMAD4 is also involved in other signaling pathways.

*Smad4* was deleted in a germ cell-specific manner by using a transgenic *Stella-MerCreMer* line [33], in which Cre recombinase activity was induced by tamoxifen (TM) administration under the regulation of the element that controls *Stella* (a gene specifically expressed in germ cells) expression. We injected TM at E9.5 and E10.5 to delete *Smad4* in germ cells (Fig 1A). We refer to this mouse model as the *Smad4 (Stella)* mutant unless otherwise specified. The efficiency of Cre activity was variable, but was as high as 80% based on the reporter gene expression (S1B Fig). We found that the germ cell number decreased in the mutant ovaries at E16.5 and E17.5 (Fig 1B and 1C). As the reduction of female germ cells was correlated with the increase of cleaved-caspase3 positive germ cells at E16.5 (Fig 1D), it is likely that the observed germ cell loss was due to apoptotic cell death. These results indicate that *Smad4* is required for female germ cell survival.

**Fig 1:**
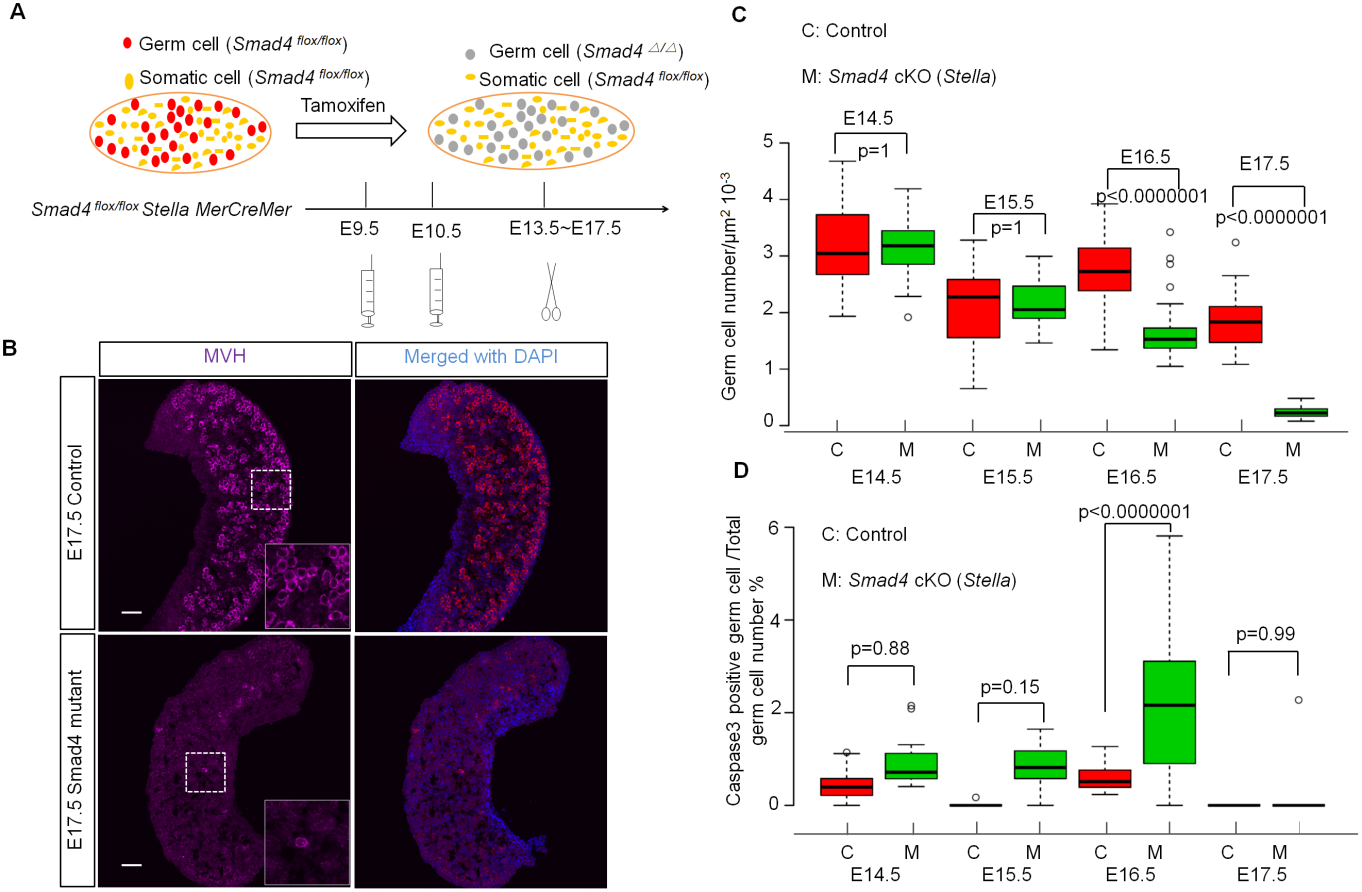
Smad4 signaling is required for germ cell survival. (A) Scheme of germ-cell-specific knockout strategy. Tamoxifen was injected at E9.5 and E10.5, and ovaries were recovered at indicated stages. (B) Representative image of E17.5 *Smad4 (Stella)* mutant and control ovarian tissue sections stained for MVH and DAPI. (C,D) Temporal changes of germ cell number (C) and cleaved-caspase3 positive germ cells (D) in control and *Smad4 (Stella)* mutant ovaries. Sample numbers used for counting were indicated in S1 Data. Significance was assessed using one-way ANOVA followed by Tukey’s post-hoc tests for selected pairs of genotypes. Scale bars: 50 μm. We used *Smad*^*flox/flox*^, *Smad4*^*flox/+*^, and *Smad4*^*flox/+*^ *StellaMerCreMer* ovaries as the control.

### Crucial Role of Smad4 Signaling in Female Germ Cell Differentiation Independent of RA Signaling

To investigate the cause of germ cell death and understand the function of SMAD4, we examined the gene expression changes that occurred before apoptosis. As female differentiation consists of meiosis and oocyte differentiation pathways, we first examined the expression of *Stra8*, a gene involved in pre-meiotic DNA replication [3,23]. In normal ovaries, STRA8 is expressed in germ cells from E13.5, and most of the germ cells lost this expression at E15.5 due to the progression of meiotic prophase I (Fig 2A). Even in *Smad4 (Stella)* mutant ovaries, STRA8 expression was observed from E13.5 as well, indicating that the deletion of *Smad4* does not interfere with RA signaling. However, its expression was retained up to E15.5 (Fig 2A), suggesting that *Smad4*-deficiency influences the progression of meiosis.

**Fig 2:**
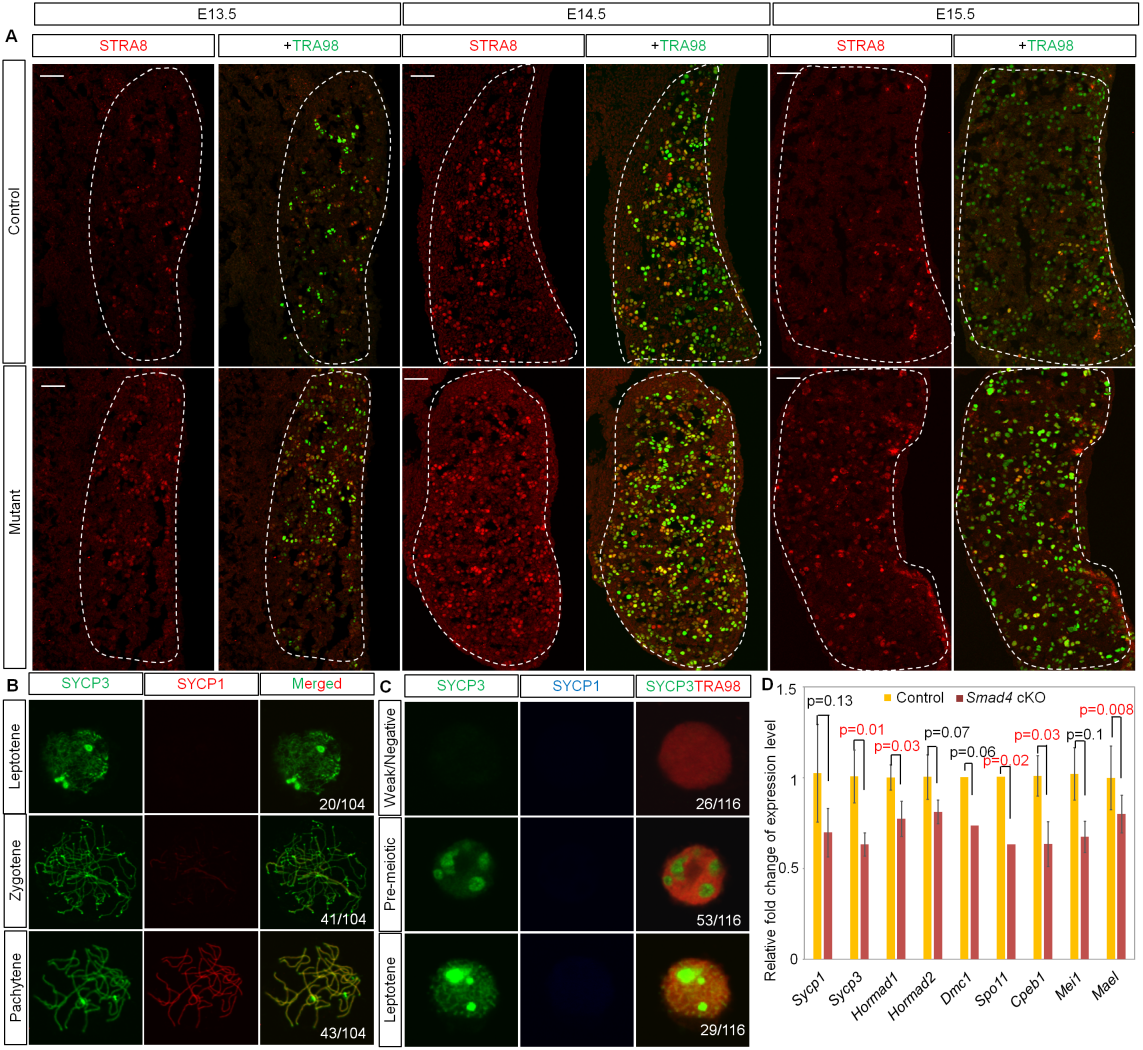
Initiation of meiosis but failure of meiotic progression in *Smad4 (Stella)* germ cells. (A) Representative image of the indicated ovary sections stained for STRA8 and TRA98 at E13.5, E14.5, and E15.5 in control and *Smad4 (Stella)* mutant ovaries. Ovaries were marked by dotted lines. Scale bars: 50 μm. (B) Representative images of leptotene, zygotene, and pachytene stage oocytes stained with SYCP3 and SYCP1 in control ovaries at E15.5. Number of oocytes in each stage is shown. (C) Representative images of different patterns of germ cells stained with SYCP3 and SYCP1 in *Smad4 (Stella)* ovaries at E15.5. Number of germ cells in each pattern is shown. (D) Expression level of meiosis-related genes in control and *Smad4 (Stella)* ovaries at E14.5 (*n* = 3 each). Data was extracted from microarray analysis (see S1 Data). Data is shown by a bar graph with *p*-value calculated by Student’s *t* test. Error bars indicate standard deviation.

To evaluate *Smad4*-deficiency defects after the initiation of *Stra8* expression, we performed a cytological examination with *Smad4 (Stella)* mice at E15.5. In control ovaries, immunodetection of synaptonemal complex proteins (SYCPs) 1 and 3 in meiocyte spreads revealed normal meiotic progression: germ cells were found at leptotene (20/104 = 19.2%), zygotene (41/104 = 39.4%), or pachytene (43/104 = 41.3%) stages (Fig 2B). However, in *Smad4 (Stella)* ovaries, we found that 22.4% (26/116) of TRA98 (a germ cell marker)-positive cells showed weak or negative SYCP3 signals (Fig 2C, upper panel). Furthermore, SYCP3 localized in nucleoli in 45.7% (53/116) of *Smad4(Stella)* germ cells (Fig 2C, middle panel), similar to that observed in pre-meiotic female germ cells and *Stra8*-null germ cells at E15.5 [23]. The remaining 25.0% (29/116) and 6.9% (8/116) of *Smad4 (Stella)* germ cells were at the leptotene stage lacking the central synaptonemal complex (SC) marker SYCP1 (Fig 2C, lower panel) or at the zygotene stage, respectively. No pachytene-stage germ cells were observed in *Smad4*-deficient ovaries. The failure of meiosis progression was also examined by expression analyses of meiosis-related genes at E14.5. These genes included *Sycp1*, *Sycp3*, *Cpeb1*, *Mei1*, *Hormad1*, and *Hormad2* [34–37], which are related to the formation of SC protein and *Spo11*, *Dmc1*, and *Mael*, which are required for the induction, formation, and repair of double strand breaks and repression of transposable elements [38–40]. 

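RNA of E14.5 gonads was measured on single-colour Agilent arrays, on which the brightness of each spot reports the amount of labelled RNA bound to its probe. For the comparison at this stage there were 3 arrays of control ovaries and 3 of *Smad4 (Stella)* ovaries, the number the paper gives, after tamoxifen at E9.5 and E10.5. Control ovary 1 carried *Smad4* flox/+ with the Cre transgene, control ovary 2 *Smad4* flox/+ without it, and control ovary 3 *Smad4* flox/flox without it, and all were heterozygous for *Stra8*. The authors deposited the scanner output of each array, in which the spot intensity had been corrected for background within the array but not scaled between arrays. Each array held 45018 spots, of which 43379 were not controls and represented 41174 probes. The share of probes well above background was 58.8%, 70.7% and 68.3% in the control ovaries and 68.8%, 64.2% and 64.0% in the *Smad4 (Stella)* ovaries, and 0 spots were saturated. The 75th percentile of the intensity was 476, 754 and 585 in the control ovaries and 997, 704 and 730 in the *Smad4 (Stella)* ovaries. Intensities were transformed to log2 and the 75th percentile of each array was subtracted, so that a relative level of 0 is the 75th percentile of that array. Spots marked as outliers by the scanner software were left out, spots of a probe were averaged, and probes had to be well above background on every array of at least 1 group. Probes of a gene were then averaged, which left 18844 genes. Differences were tested with limma on all 12 arrays of the series, so that the groups shared 1 estimate of the spread, with Benjamini-Hochberg adjustment over all genes. Genes past an adjusted p of 0.05 with a change of at least 1.5-fold were called. Control ovary 1 was on slide 1, control ovaries 2 and 3 were on slide 2 and the 3 *Smad4 (Stella)* ovaries were on slide 3, so that slide and genotype can be separated only through the other arrays of the series. Across genes, which are not independent replicates, Pearson's r between replicates was 0.976 to 0.981 in the control ovaries and 0.989 to 0.992 in the *Smad4 (Stella)* ovaries. The number of arrays limits the precision of each comparison.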

The expression levels of five out of nine genes were lower in the mutant than in the controls (Fig 2D). These results suggest that Smad4 signaling is required for meiotic progression independent of RA signaling.

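The mean level of 9 of the 9 genes was lower in *Smad4 (Stella)* ovaries than in control ovaries. Of these, *Sycp3*, *Hormad1*, *Dmc1*, *Spo11* and *Cpeb1*, 5 genes, passed an unadjusted p of 0.05 in limma. *Cpeb1*, measured by a probe on chromosome 7 of mm9 from 88492363 to 88492422, had the smallest p. Its relative log2 level was 1.20 ± 0.24 (SD, n = 3) in *Smad4 (Stella)* ovaries and 1.89 ± 0.26 (SD, n = 3) in control ovaries, a log2 fold change of -0.69 (SE 0.17, adjusted p = 0.0903 from limma). *Spo11*, with 2 probes on chromosome 2, one of them from 172818871 to 172818930, had the largest fall, from -0.24 ± 0.33 to -1.01 ± 0.21 (SD, n = 3 each), and its log2 fold change was -0.77 (SE 0.23, adjusted p = 0.122 from limma). *Sycp3*, *Dmc1* and *Hormad1* fell by 0.64, 0.53 and 0.40 on the log2 scale. The unadjusted p from limma of the remaining genes was 0.0767 for *Sycp1*, 0.0859 for *Mael*, 0.102 for *Hormad2* and 0.104 for *Mei1*, whose log2 fold changes were -0.50, -0.32, -0.35 and -0.68. After adjustment over all genes, limma called 0 of the 9, while 4 passed when adjusted over the list alone, namely *Sycp3*, *Dmc1*, *Spo11* and *Cpeb1*. The methods' t-test gave 7 genes at an unadjusted p of 0.05. For 7 genes the *Smad4 (Stella)* arrays and the control arrays did not overlap, which chance gives for 10% of genes when both directions are counted. Over all tested genes, 28.1% were separated in this comparison. The exact permutation test of 3 against 3 cannot go below p = 0.1. As a set, the 9 genes had a median log2 fold change of -0.53, with an adjusted p = 0.00248 from limma's camera and an adjusted p = 0.114 from fry over 18 lists of marker genes, so that the call did not hold under fry. The deposited table without scaling between arrays moved the count most, with 0 at an unadjusted p of 0.05 in limma, while 9 of the 9 genes stayed lower relative to the median of the genes tested. With 1 array left out at a time, 4 to 6 of the 9 genes passed the unadjusted p. Of the 5 genes, *Hormad1* alone did not pass in every such case. When the slide was a block 7 passed, *Sycp1* and *Mei1* in addition to the 5, and *Sycp1* also passed with the replicate number as a block.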

Next, we investigated the expression of genes involved in oocyte differentiation. We found that the expression of *Figla*, a key transcription factor required for primordial follicle formation, was decreased in *Smad4 (Stella)*-mutant ovaries; however, two other regulators, *Lhx8* and *Sohlh1* [41], were either not decreased (*Lhx8*) or significantly increased (*Sohlh1*) at E14.5 (Fig 3A). Although apoptosis occurred in *Smad4*-null germ cells at E16.5, some germ cells still survived. However, the number of newborn ovary homeobox protein (NOBOX)- and Forkhead box O3a (FOXO3A)-positive germ cells was fewer in *Smad4*-deficient ovaries than in the control at E17.5 (Fig 3B and 3C). These data suggest that SMAD4 plays a role in oogenic gene expression, although it is unclear whether SMAD4 directly controls these gene expressions or not.

**Fig 3:**
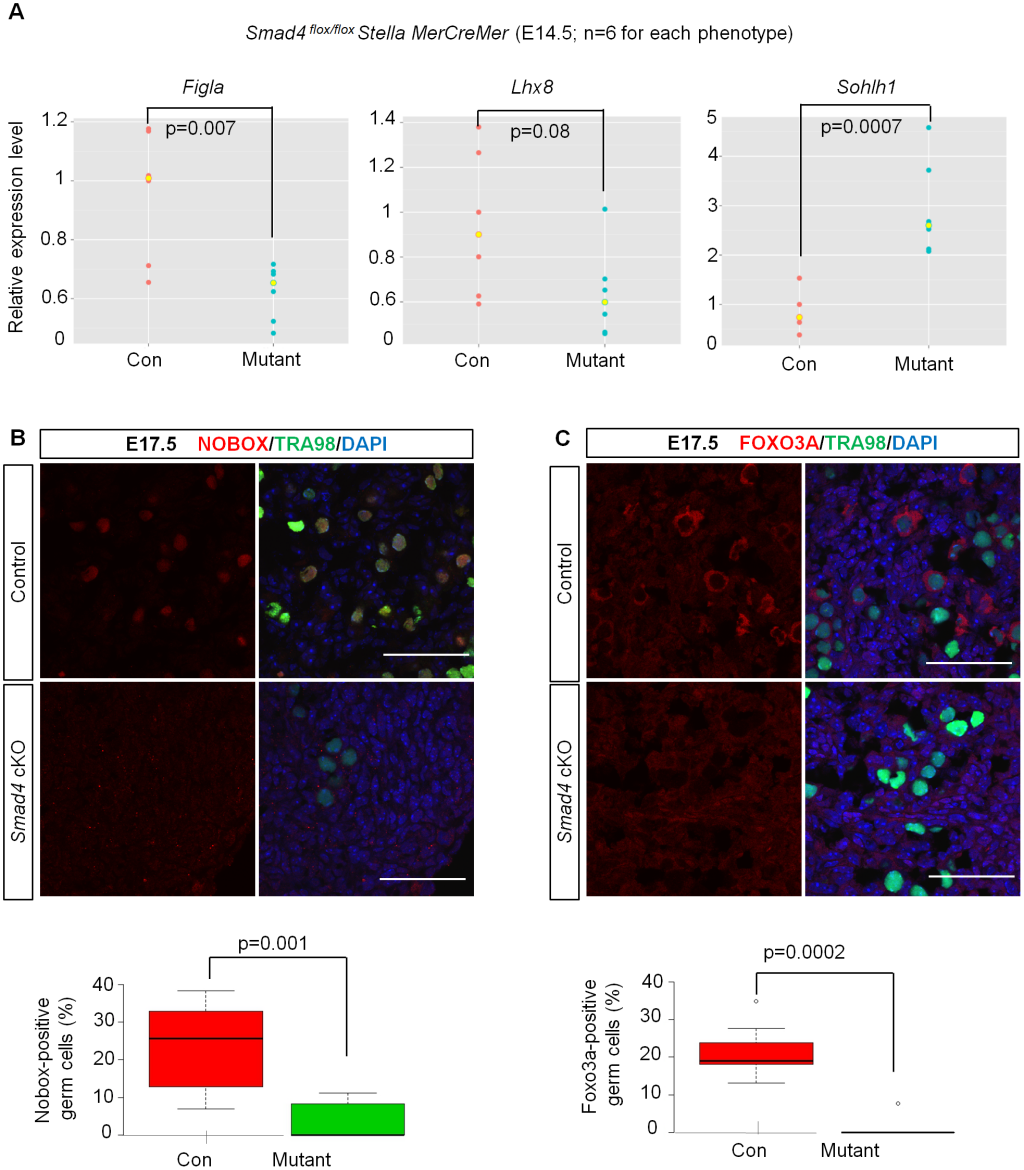
Smad4 signaling is required for the expression of genes involved in follicular formation. (A) Expression levels of the indicated genes were compared by RT-qPCR in E14.5 control and *Smad4 (Stella)* ovaries (*n* = 6), and the expression levels of the indicated genes were normalized to that of *mouse vasa homolog* (*Mvh*). Expression level of genes in one of the control ovaries was set as 1. Significance was assessed by the Student’s *t* test. (B,C) Representative images of E17.5 *Smad4 (Stella)* and control ovarian tissue sections stained for NOBOX and TRA98 (B), and FOXO3A and TRA98 (C) are shown. The quantitative data are shown below (*n* = 3). Significance was assessed by the Student’s *t* test. Underlying data is available in S1 Data. Scale bars: 50 μm.

### SMAD4 in Somatic Cells Does Not Contribute to Female-Type Differentiation of Germ Cells

Next, we examined whether SMAD4 in somatic cells contributes to the female differentiation of germ cells. To delete *Smad4* from somatic cells, we used *WT1-CreERT2* mice. In this mouse line, *CreERT2* was inserted into the *Wt1* locus, and WT1 is expressed in genital ridges beginning at around E9.5 [42,43]. We injected TM into *Smad4*^*flox/flox*^/*WT1-CreERT2* mice at E10.5 and E11.5 to delete *Smad4* in somatic cells. *Smad4* expression was repressed, but this had no effect on *Figla* and *Lhx8* expression; however, *Sohlh1* expression was slightly upregulated at E14.5 (S2A and S2B Fig). As most embryos died at E15.5 under our experimental conditions, we therefore cultured embryonic gonads for 3 days from E14.5 and examined the germ cell characteristics. We found that the differentiation of female germ cells was unaffected based on a comparison of NOBOX-positive germ cells in control and mutant ovaries (S2C Fig). In contrast, ubiquitous deletion of *Smad4* in *Smad4*^*flox/flox*^/*Rosa-CreERT2* ovaries showed results similar to those observed in *Smad4 (Stella)* ovaries (S3 Fig). Expression of many meiotic marker genes as well as genes involved in follicle formation (*Lhx8* and *Figla*) was downregulated, while *Stra8* and *Rec8* expressions were not decreased (S3B Fig). Therefore, we concluded that Smad4 signaling acts in germ cells rather than somatic cells to control differentiation of germ cells in ovaries.

### Suppression of Smad4 and RA Signaling Induces Ectopic NANOS2 Expression in the Ovary

To further examine the function of SMAD4 in the early germ cell differentiation pathway, we examined pluripotency-related genes. In germ cells of normal ovaries, the expression of the pluripotency-related genes *Sox2*, octamer-binding transcription factor 4 (*Oct4*), *Nanog*, and undifferentiated embryonic cell transcription factor 1 (UTF1) is downregulated at E14.5 accompanied by the upregulation of genes involved in female differentiation, which indicates that the downregulation is associated with female differentiation (Fig 4) [44,45]. In *Smad4*-deficient germ cells, however, these gene expressions were retained at high levels (Fig 4 and S3D Fig), indicating that SMAD4 is involved in the suppression of pluripotency-related genes upon entering a female differentiation pathway.

**Fig 4:**
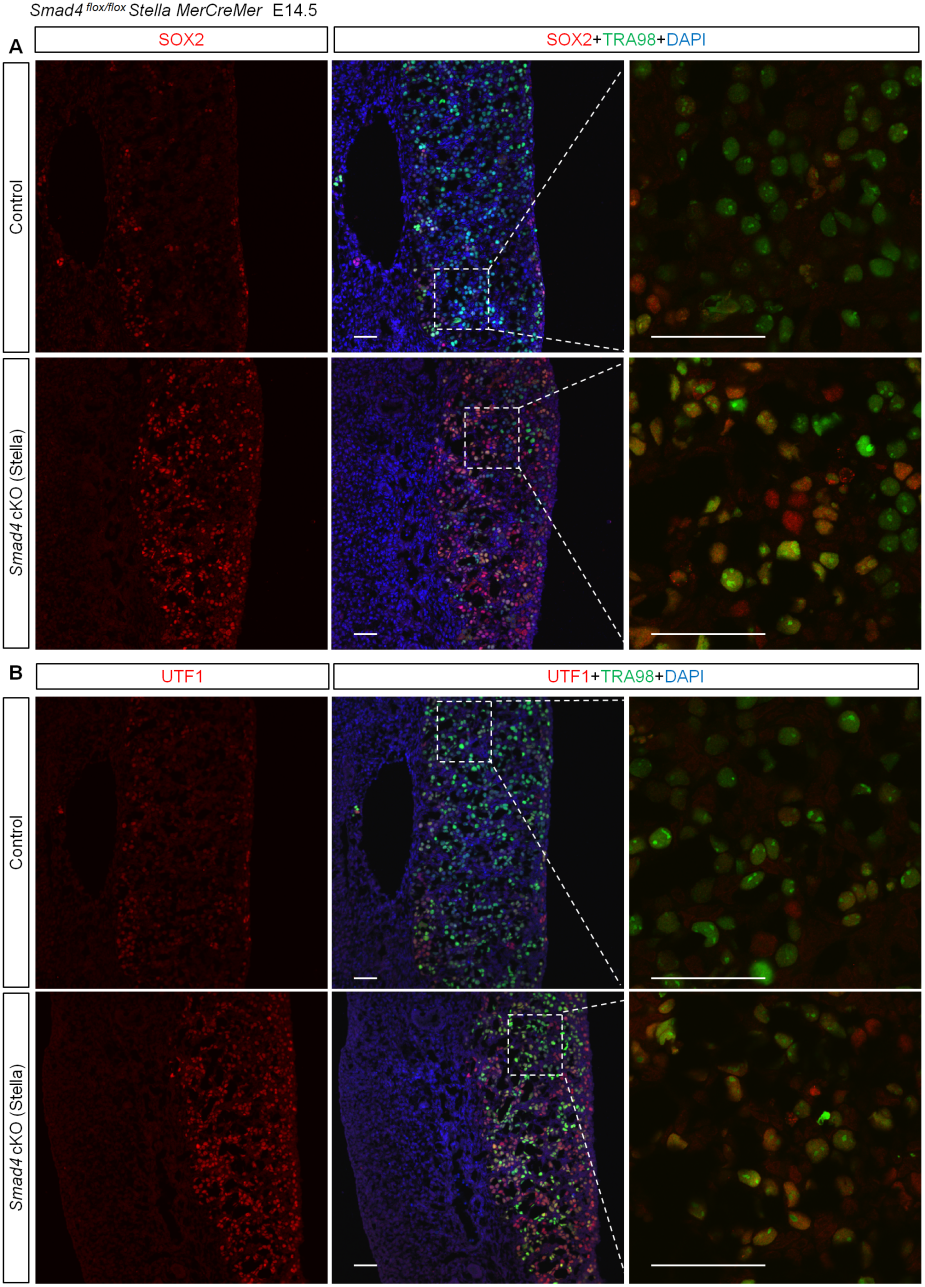
Maintenance of pluripotency gene expression in XX germ cells in the absence of SMAD4. (A,B) Immunohistochemical detection of SOX2/TRA98 (A) and UTF1/TRA98 (B) in the E14.5 control and *Smad4 (Stella)* ovaries. Scale bars: 50 μm.

Since *Smad4-null* germ cells showed severe defects in female differentiation, we speculated that the sexual fate of these PGCs may have been switched from female to male. To test this possibility, we investigated whether NANOS2, a male- specific marker, is expressed in *Smad4-null* germ cells. However, we did not observe upregulation of NANOS2 in the *Smad4*-null germ cells (S4A Fig). 

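In the arrays, the *Nanos2* probe on chromosome 7 of mm9 from 19573771 to 19573830 was well above background in 0 of 3 control ovaries and 1 of 3 *Smad4 (Stella)* ovaries. Its relative log2 level was -7.59 ± 0.45 (SD, n = 3) in control ovaries and -7.03 ± 1.30 (SD, n = 3) in *Smad4 (Stella)* ovaries, a difference smaller than the spread between replicates (adjusted p = 0.637 from limma), and no fold is given because both groups lie at the limit of detection. *Nodal*, with a probe on chromosome 10 from 60887790 to 60887849, was at -4.36 ± 0.52 in *Smad4 (Stella)* ovaries and -4.21 ± 0.35 in control ovaries (SD, n = 3 each), with an adjusted p = 0.868 from limma. Its direction rested on single arrays, since the log2 fold change of -0.14 became 0.03 without control ovary 3 and 0.07 without *Smad4 (Stella)* ovary 2, and it was positive with the slide as a block (0.96). *Lefty1*, a target of Nodal signaling with a probe on chromosome 1 from 182868137 to 182868196, was well above background in 3 of 3 *Smad4 (Stella)* ovaries and 1 of 3 control ovaries. Its log2 fold change was 3.08 (SE 0.69, adjusted p = 0.0786 from limma), which does not pass the threshold over all genes. Each of the 3 *Smad4 (Stella)* arrays had a higher *Lefty1* level than each control array (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). With normexp background correction the log2 fold change of *Lefty1* was 0.92.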

We reasoned that the absence of *Nanos2* gene expression may be due to RA signaling, which blocks *Nanos2* activation in the testes [4,16], and predicted that simultaneous suppression of Smad4 and RA signaling may lead to *Nanos2* induction in XX germ cells. To test this hypothesis, we collected ovaries of *Smad4 (Stella)* carrying a Cre reporter *CAG-floxed-CAT-EGFP* at E12.5 and cultured them with the RA receptor antagonist AGN193109. In this genetic background, *Smad4*-deficient cells could be detected through GFP reporter expression (Fig 5A). We found that 70% (302/431; *n* = 5) of GFP-positive (*Smad4*-null) XX germ cells expressed NANOS2 only in the presence of RAR inhibitor (Fig 5B). Importantly, neither ubiquitous deletion of *Smad4* nor RAR inhibitor treatment in control ovaries alone induced *Nanos2* expression (S4B–S4D Fig). These data suggest that Smad4 and RA signaling regulate female germ cell fate in a cooperative manner.

**Fig 5:**
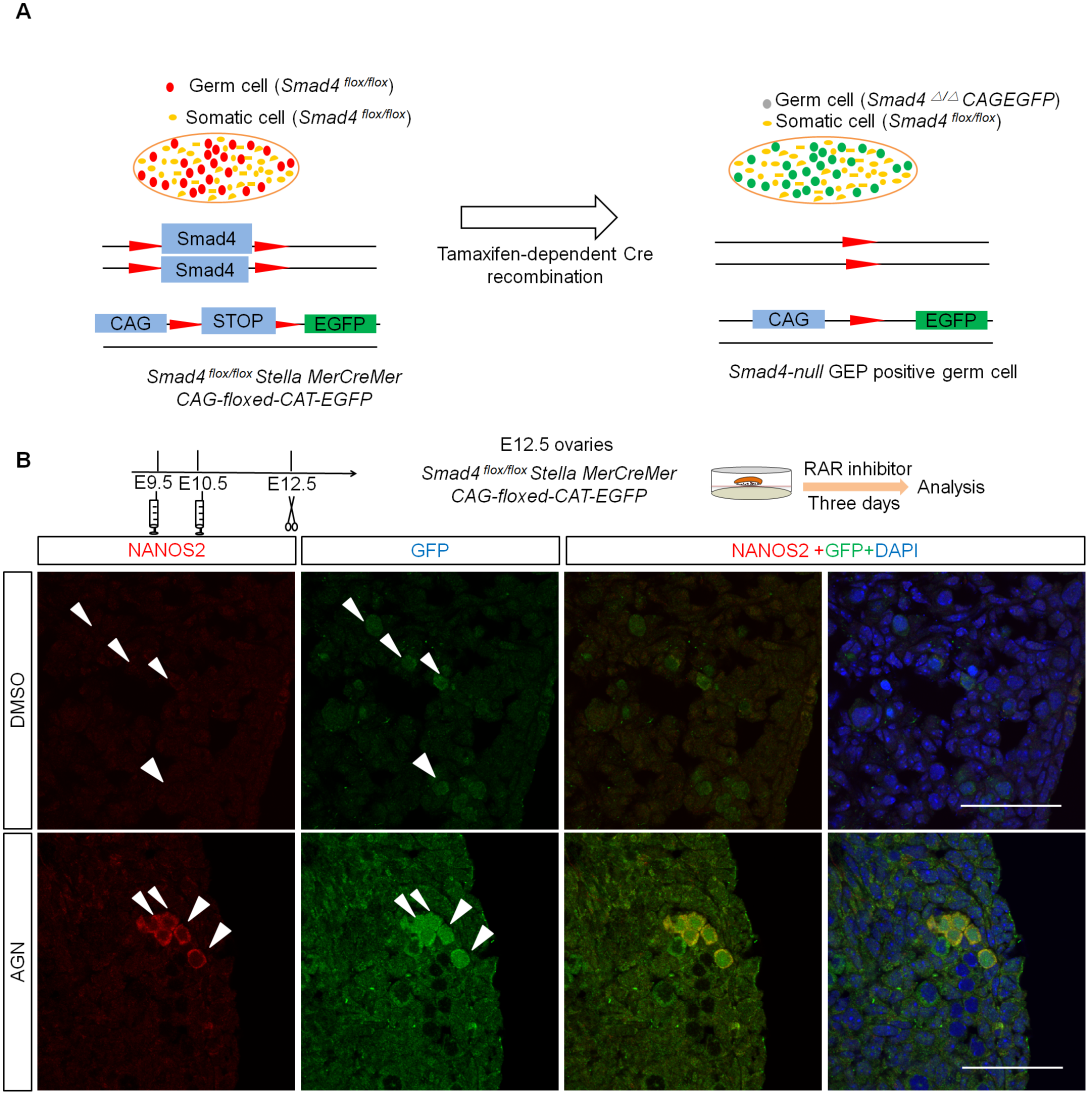
NANOS2 upregulation occurred in *Smad4*-null germ cells in the absence of RA signaling. (A) Scheme of strategy to trace the fate of *Smad4-null* germ cells. Deletion of *Smad4* by Cre recombination induces the expression of GFP, indicating *Smad4*-null germ cells. (B) Representative image of sections from *Smad4 (Stella)* ovaries after DMSO or AGN193109 treatment stained for NANOS2 and GFP. White arrows indicate GFP-positive cells. Ovaries were cultured from E12.5 for 3 d with indicated drugs after injection of tamoxifen at E9.5 and E10.5. Scale bars: 50 μm.

### Germ Cell-Specific Deletion of *Smad4* and *Stra8* Resulted in Production of Male Gonocyte-Like Cells in Ovaries

To test the role of Smad4 and RA signaling in female fate determination in vivo, we deleted *Stra8*, a major target of RA signaling involved in the initiation of meiosis, together with *Smad4*, and compared phenotypes among *Smad4*-null (*Smad4(Stella)/Stra8*^*+/-*^*)*, *Stra8*-null (*Smad4*^*flox/flox*^*/Stra8*^*-/-*^), and *Smad4/Stra8*-DKO (*Smad4(Stella)/Stra8*^*-/-*^*)* (referred to as DKO) germ cells. NANOS2-expressing germ cells were detected in the DKO mutants but not in *Smad4* or *Stra8* single-mutant ovaries (30.6 ± 16.5%, *n* = 4; Fig 6A). Conversely, SYCP3 expression disappeared in the NANOS2-expressing XX germ cells (Fig 6A). Intriguingly, the DKO XX germ cells also showed other male-like features: they began DNMT3L expression, a downstream factor of NANOS2 involved in de novo DNA methylation in fetal testes (13.2 ± 6.9%, n = 4; Fig 6B) [11,13], and retained E-cadherin expression (Fig 6C), a germ cell marker whose expression decreases in XX germ cells from E15.5 [46], as seen in XY germ cells (S5D and S5E Fig). These factors were never observed in *Stra8*-null ovaries (S5A and S5B Fig). These data indicate that SMAD4 and STRA8 are essential factors responsible for female fate determination.

**Fig 6:**
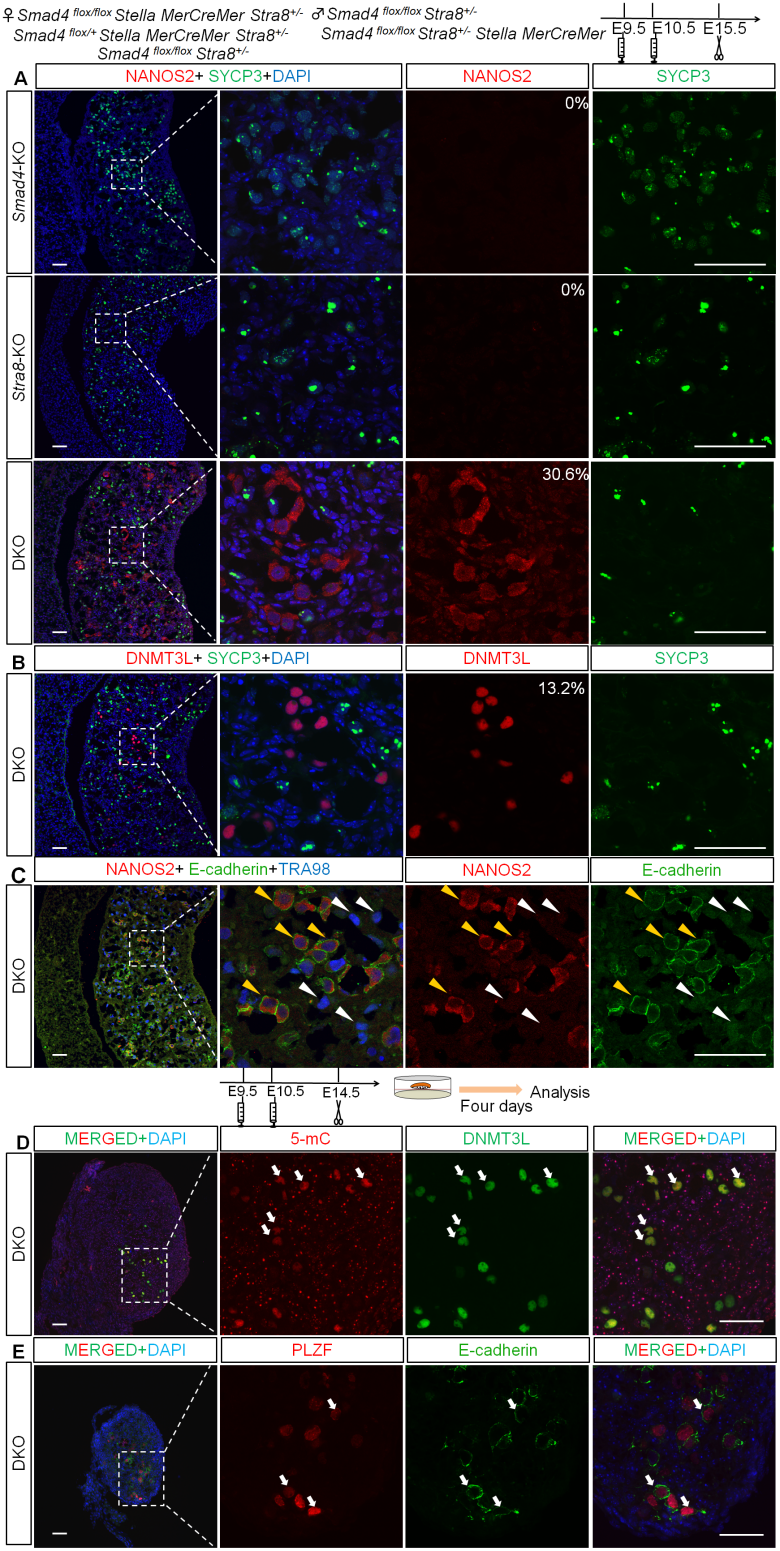
Deletion of *Smad4* and *Stra8* induces XX germ cells to adopt a male fate. (A–C) Representative image of E15.5 *Smad4*-KO (*Smad4 (Stella)*, *Stra8*^+/-^), *Stra8*-KO (*Smad4*^f/f^, *Stra8*^-/-^), and DKO ovary sections stained for SYCP3/NANOS2 (A), SYCP3/DNMT3L (B), and E-CADHERIN/NANOS2/TRA98 (C). High magnification images are shown in different channels. Numbers represent the percentage (%) of NANOS2-positive cells among SYCP3 -positive cells. Yellow arrowheads indicate NANOS2/E-CADHERIN/TRA98 triple-positive cells, and white arrowheads indicate TRA98-single positive cells. (D,E) Representative images of DKO ovary sections stained for 5-mC/DNMT3L and PLZF/E-CADHERIN. Tamoxifen was injected at E9.5 and E10.5. Gonads were cultured for 4 d from E14.5. White arrows in D and E indicate 5-mC-positive and PLZF-positive germ cells, respectively. Scale bars: 50 μm.

To further trace the fate of germ cells in DKO mice, we cultured E14.5 DKO ovaries for 4 d, because all of the pregnant mice carrying DKO embryos aborted at E16.5 after TM injection. We examined two critical male gonocyte markers—5-methylcytosine (mC), a marker of DNA methylation, and promyelocytic leukemia zinc finger (PLZF) [47]—and found that most DNMT3L-positive germ cells exhibited strong 5-mC signals and some E-cadherin-positive cells had PLZF expression (Fig 6D and 6E), while no PLZF and 5-mC positive signals were detected in control ovaries (S5C Fig). These results suggest that DKO germ cells acquired an ability to enter the male gonocyte differentiation pathway.

### Female-to-Male Gene Expression Changes in DKO Germ Cells without Somatic Sex Reversal

To examine to what extent expression pattern changes in the DKO ovary, we performed microarray analyses. Total RNAs were extracted from control (*Smad4*^*flox/+*^, *Smad4*^*flox/flox*^*/Stra8*^*+/-*^) testes and ovaries and from *Smad4 (Stella)* and DKO ovaries at E14.5. 

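The series held 12 arrays, 3 for each of the groups, as in the paper. None was of ovaries lacking *Stra8* alone, so changes in DKO ovaries cannot be told apart from an effect of losing *Stra8* alone. *Stra8*, measured by a probe on chromosome 6 of mm9 from 34889231 to 34889290, had a relative log2 level of 5.61, 5.28 and 5.38 in DKO ovaries 1 to 3, against 6.71, 6.16 and 6.46 in the control ovaries, 6.34, 6.41 and 6.28 in the *Smad4 (Stella)* ovaries and -2.98, -2.56 and -2.32 in the control testes. The log2 fold change of *Stra8* in DKO against control ovaries was -1.02 (SE 0.18, adjusted p = 0.0027 from limma), so that RNA bound by this probe was reduced in DKO ovaries but stayed far above the level in testes. *Smad4*, with a pair of probes on chromosome 18, one of them from 73798647 to 73798681, was at 2.09, 1.96 and 2.19 in DKO ovaries, 2.17, 2.26 and 2.08 in *Smad4 (Stella)* ovaries, 1.99, 2.35 and 2.27 in control ovaries and 2.42, 2.19 and 1.97 in control testes. Its log2 fold change against control ovaries was -0.13 (SE 0.14, adjusted p = 0.563 from limma) in DKO ovaries and -0.03 (adjusted p = 0.91 from limma) in *Smad4 (Stella)* ovaries, and relative to the median of the genes tested these changes were -0.13 and -0.01, against -0.47 and 0.04 under normexp background correction. The whole-gonad level of *Smad4* therefore separated none of the groups and does not check the genotype labels of the deletion in germ cells. Where a probe was not well above background on any array of a group, only a bound is given, which sets the mean of the brighter group against the mean of the lowest signal that was well above background on each array of the dim group, or the probe's own signal where that was higher. No fold is given where both groups were dim or the bound was under 1. *Xist*, the RNA of the inactive X chromosome, was at least 60.7-fold higher in control ovaries than in control testes, where 3 of its 4 probes were not well above background on any array and were set to this limit. The Y-linked genes *Eif2s3y*, *Ddx3y*, *Kdm5d* and *Uty* were well above background in 3 of 3 control testes and in 0 of 3 control ovaries, and were at least 206-fold, 22.4-fold, 21.2-fold and 2.70-fold higher in testes, so the labels of sex fit the arrays. The share of probes well above background was 67.0%, 67.7% and 66.2% in the control testes and 64.3%, 70.4% and 60.4% in the DKO ovaries. The 75th percentile of the intensity was 624, 627 and 619 in the control testes and 597, 967 and 533 in the DKO ovaries. The 3 control testes shared slide 1 with 1 control ovary, DKO ovaries 1 and 2 shared slide 2 with 2 control ovaries, and DKO ovary 3 shared slide 3 with the 3 *Smad4 (Stella)* ovaries. Across genes, r between replicates was 0.990 to 0.994 in testes and 0.980 to 0.984 in DKO ovaries.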

To examine genes expressed in germ or somatic cells separately, we first extracted 386 and 360 genes, specifically expressed in control E13.5 male and female germ cells, as well as 680 and 636 genes, specifically expressed in control E13.5 male and female somatic cells, respectively, from our previous data (see Materials and Methods section; also see S1 and S2 Tables) [48]. 

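Of the 386 male germ-cell-specific genes of S1 Table, 374 were matched by symbol to a gene on the arrays and 12 were not. For the 360 female germ-cell-specific genes of S2 Table, 344 were matched and 16 were not. The lists of somatic genes were not used here. For the shares and positions that follow the full lists were kept without the filter on dim probes. In the control gonads at E14.5, 83.4% of the matched male list was at least 1.5-fold higher in testes than in ovaries and 1.07% was at least 1.5-fold lower. Among the matched female genes, 98.5% were at least 1.5-fold lower in testes and 0 were at least 1.5-fold higher. With genes not well above background in a group at their bound, and genes without a bound counted as not changed, these shares were 82.4% and 97.7%. The lists had been drawn up by the authors from their earlier data at E13.5.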

The upregulation of male-specific genes in DKO ovaries showed a 1-day delay compared with normal male differentiation of germ cells in testes (for example, DNMT3L positive germ cells appeared from E14.5 in control testes but from E15.5 in DKO ovaries judging by comparing S6A Fig and Fig 6B); thus, we considered the developmental time point at E14.5 in the DKO ovary equivalent to that at E13.5 in control samples.

First, principal component analysis (PCA) was performed based on all genes, somatic-specific genes, and germ-specific genes, respectively (Fig 7A–7C). In all cases, PCA divided these samples into two major populations according to a putative sex-dependent axis (PC1 value = 38.6%, 72.3%, and 72.8%, respectively). 

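Principal component analysis was run on gene values centred and scaled to unit variance. The 1st component carried 27.5% of the variance over 29137 genes and 72.7% over the 717 germ-cell-specific genes that varied, and the 2nd carried 15.2% and 12.6%. The analysis of somatic-specific genes was not repeated here. With genes centred only, the 1st component carried 38.1% over all genes and 78.2% over germ-cell-specific genes. Under normexp background correction these shares were 69.8% and 54.4%. The 1st component of all genes then followed a single array, DKO ovary 1, and the gap between control ovaries and testes was 49.9 score units on the 1st component and 149 on the 2nd.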

Male and female control samples were located at opposite ends, as expected. 

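Positions were expressed on a scale on which the mean of the control ovaries is 0 and the mean of the control testes is 100. The SD of the control ovaries was 4.51 and that of the control testes 6.45 when all genes were used (n = 3 each). With germ-cell-specific genes the SDs were 5.41 and 5.13, so that the distance between the sexes was many times the spread between replicates in either case.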

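On the 1st component of all genes, the DKO ovaries lay at 30.0 ± 7.87 (SD, n = 3) of the way from control ovaries to control testes. The single arrays were at 26.0, 39.1 and 25.0. The *Smad4 (Stella)* ovaries were at 14.4 ± 5.20 (SD, n = 3), with arrays at 19.7, 9.26 and 14.4. Every DKO array was nearer to the testes than every *Smad4 (Stella)* array (exact permutation test, p = 0.1, the smallest the design allows). On slide 3 alone, the DKO array was at 25.0 and the *Smad4 (Stella)* arrays at 9.26 to 19.7. When the germ-cell-specific genes were taken out, 28420 genes remained, and the positions were 26.0 ± 8.53 for DKO ovaries and 14.3 ± 5.02 for *Smad4 (Stella)* ovaries (SD, n = 3 each). The DKO position on PC1 between control ovaries (0) and control testes (100), all genes, moved to -245 with the deposited table without scaling between arrays, where the control ovaries differed among themselves by an SD of 122 score units against a gap of 17.1 between the sexes.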

When PCA was performed with all genes or somatic-specific genes, the DKO did not show a strong bias (Fig 7A and 7B). In contrast, when PCA was performed with genes specific for germ cells, the DKO samples were shifted toward the male side compared with *Smad4*-single KO samples on the putative sex-dependent axis (Fig 7C). 

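On the 1st component of the germ-cell-specific genes, the DKO ovaries lay at 71.5 ± 8.36 (SD, n = 3) and the *Smad4 (Stella)* ovaries at 14.45 ± 9.08 (SD, n = 3). The DKO arrays were at 78.5, 73.9 and 62.3 and the *Smad4 (Stella)* arrays at 24.8, 7.98 and 10.54. The ranges did not overlap (exact permutation test, p = 0.1, which 3 arrays against 3 cannot go below). Within slide 3, the DKO array was at 62.3 and the highest *Smad4 (Stella)* array at 24.8. With 1 array left out at a time, the mean of the DKO ovaries stayed between 68.2 and 76.0.

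**Figure D1:**
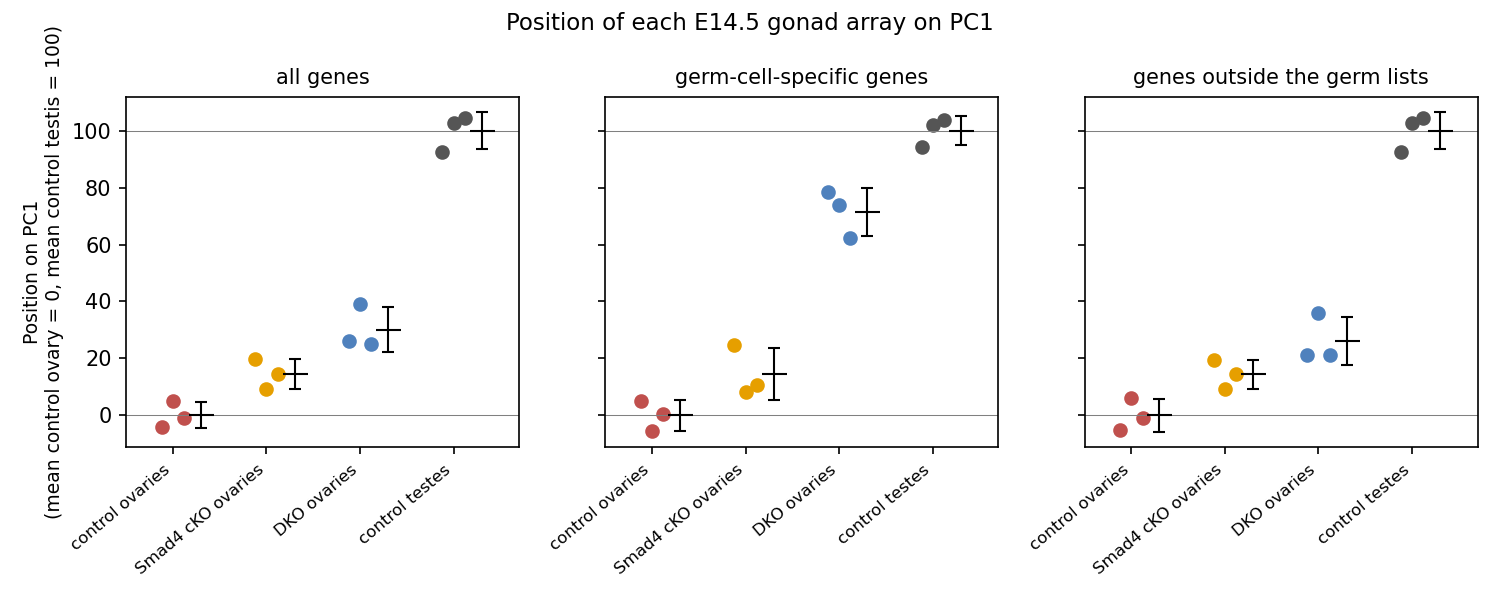
Position of each array on the 1st principal component, with the mean of the control ovaries at 0 and the mean of the control testes at 100 on the vertical axis, for all genes (left), germ-cell-specific genes (middle) and genes outside the germ-cell lists (right). Points are arrays and the black dash and bar give the mean ± SD of the 3 arrays of each group. The DKO ovaries sit at 62.3 to 78.5 for germ-cell-specific genes and at 25.0 to 39.1 for all genes.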

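On the 2nd component of the germ-cell-specific genes, which carried a smaller share of the variance, the DKO ovaries had scores of 12.73, 15.39 and 11.99 and the control testes -10.7, -11.2 and -8.70. The mean score was -4.88 in control ovaries and 1.71 in *Smad4 (Stella)* ovaries. The single control ovaries were at -0.47, -8.43 and -5.75. The DKO and testis arrays were thus on opposite sides of the control ovaries on this component. The DKO arrays were well apart from them, while the testis array at -8.70 lay close to the control ovary at -8.43.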

We also observed the differences between DKO and male samples on the *y*-axis, which might be ascribed to the presence of somatic cells and the incomplete knockout efficiency. Nevertheless, it should be noted that PC1 value is as high as 72.8% in this case, suggesting that most of the gene expression profile in DKO germ cells shifts from female to male.

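Over the matched male germ-cell-specific genes, the median log2 fold change against control ovaries was 1.02 in DKO ovaries, with quartiles of 0.49 and 1.86, and 1.55 in control testes, with quartiles of 0.88 and 2.50. Over the female germ-cell-specific genes it was -1.46 in DKO ovaries, with quartiles of -2.01 and -0.93, and -1.97 in control testes, with quartiles of -2.77 and -1.38. In DKO ovaries the adjusted p = 3.19e-51 from limma's camera for the male list, over 8 tests of the lists, held under fry with an adjusted p = 2.57e-04. For the female list limma's camera gave an adjusted p = 2.43e-89 and fry an adjusted p = 1.42e-07. These values are over genes with a level on every array for the medians and the tests. With genes not well above background in a group at their bound, and genes that have no fold left out, the medians were 1.01 and -1.44 in DKO ovaries and 1.49 and -1.94 in control testes. The medians in DKO ovaries with the slide as a block were 1.24 and -1.55.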

**Fig 7:**
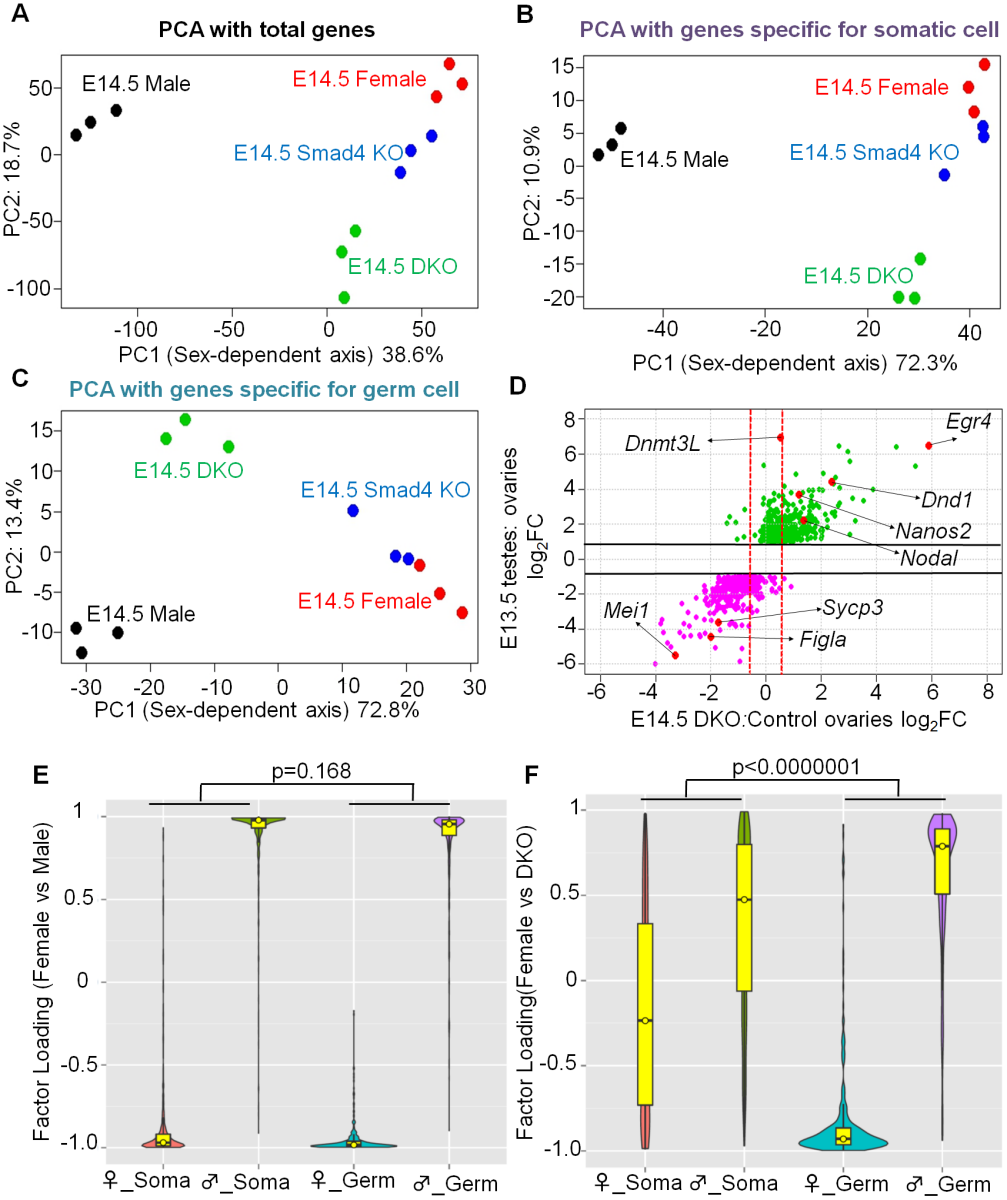
Sexual fate change of mutant XX germ cells was not accompanied by somatic sex reprogramming. (A–C) Principal component analyses of indicated samples for total genes (A), somatic-specific genes (B), and germ cell specific genes (C). (D) Scatter-plot analysis comparing germ-cell-specific gene expression changes between E13.5 Nanos3^+/−^ male and female gonads (data from [48]) and between E14.5 DKO ovaries and control ovaries. For each point (gene), the *y*-value represents the expression change comparing E13.5 testes with E13.5 ovaries and the *x*-value represents the expression change comparing E14.5 DKO ovaries and control ovaries. Thus, green and pink spots indicate 1.5-fold upregulated or downregulated expression in E13.5 testes versus ovaries (*y*-value greater than log_2_[1.5] for green spots and *y*-value less than -log_2_[1.5] for pink spots: the cut-off lines are indicated by horizontal lines). These spots are considered as genes that are specifically expressed in either male (green) or female (pink) germ cells, and their expression changes between DKO and control ovaries can be judged by the *x*-value. Red spots indicate specific gene examples. Genes located right of the rightmost dotted red line show more than a 1.5-fold increase in DKO, and genes located left of the leftmost dotted red line show less than a 1.5-fold decrease in DKO compared with control ovaries. Because genes that are specifically expressed in germ cells and somatic cells were extracted using microarray data of *Nanos3*^*+/-*^ ovaries and testes, we used *Nanos3*^*+/-*^ ovaries and testes as control. (E,F) Factor loading of indicated gene groups to principle component. PCA analysis was performed using E13.5 Nanos3^+/−^ male and female gonads (E) and E14.5 double-mutant and control ovaries (F). See text for details.

Next, we examined how many germ-cell-specific gene expressions were changed in DKO ovaries. 

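At least 1.5-fold higher mean levels in DKO than in control ovaries were found for 263 of the 374 matched male germ-cell-specific genes, or 70.3%. A further 7 genes, or 1.87%, were at least 1.5-fold lower. With 25 genes of the list at their bound and 16 that have no fold counted as not changed, the share higher in DKO ovaries was 66.3%. Taken one by one against the mean of the control ovaries, the DKO arrays gave 80.2%, 68.4% and 57.2%. Of the male genes, 226 were called higher by limma over all genes and 245 when adjusted over the list alone. In *Smad4 (Stella)* ovaries 78 genes of the list, or 20.9%, were at least 1.5-fold higher, and the arrays gave 33.4%, 16.0% and 15.8%. When an adjusted p under 0.05 from the set of all genes on the arrays was required as well, the share in DKO ovaries was 52.4%. Raising the threshold to 2-fold gave 51.9%.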

Among 386 male-specific genes that showed a 1.5-fold stronger expression in E13.5 testes than in ovaries (Fig 7D, green dots with *y*-value greater than log_2_[1.5]), more than half of the cognate genes (52.1%, 201/386) were 1.5-fold upregulated in the DKO ovaries than in the control ovaries (Fig 7D, green points with *x*-value greater than log_2_[1.5]). Similarly, the expression levels of 71.1% (256/360) female-specific genes (Fig 7D, pink points whose *x*-value is less than -log_2_[1.5]) were 1.5-fold downregulated in the DKO ovaries. 

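Among the 344 matched female germ-cell-specific genes, 304, or 88.4%, were at least 1.5-fold lower in DKO ovaries and 3 were at least 1.5-fold higher. With 9 genes at their bound and 1 that has no fold counted as not changed, the share lower was 87.5%. The DKO arrays taken singly gave 87.2%, 88.1% and 85.2%, so the replicates differed by less for this list than for the male list. Limma called 292 of the genes lower over all genes and 301 when adjusted over the list alone. In *Smad4 (Stella)* ovaries 72 genes of the list, or 20.9%, were at least 1.5-fold lower, with 46.8%, 7.27% and 25.9% in the single arrays. The share in DKO ovaries moved most under normexp background correction, to 62.5%. Without arrays of ovaries lacking *Stra8* alone, the fall of the female list cannot be assigned to the loss of both genes together.

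**Figure D2:**
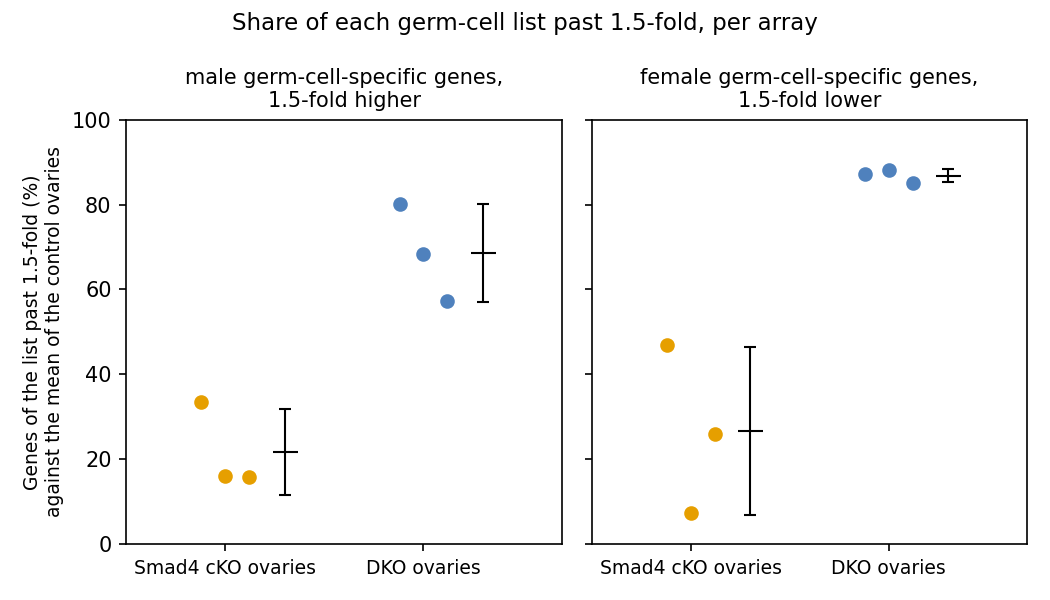
Percent of the matched male germ-cell-specific genes at least 1.5-fold higher (left) and of the matched female germ-cell-specific genes at least 1.5-fold lower (right) than the mean of the control ovaries, in *Smad4 (Stella)* and DKO ovaries. Points are arrays and the dash and bar give the mean ± SD of the 3 arrays. The DKO arrays lie above the *Smad4 (Stella)* arrays in both panels, at 57.2% to 80.2% for the male list and 85.2% to 88.1% for the female list.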

The results of microarray analysis were supported by RT-qPCR, in which eight out of eleven male-specific genes were upregulated in DKO ovaries (S6A Fig). Although *Dnmt3l* mRNA expression was not yet increased at E14.5, immunostaining data showed it was upregulated at E15.5 (Fig 6B). These data indicate that not only the representative genes but also a substantial number of germ-cell-specific genes were shifted to male in DKO ovaries.

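Over all 18844 genes tested, limma called 1263 genes higher and 1506 lower in DKO than in control ovaries. In 2703 of these 2769 genes every DKO array lay on one side of every control array, a separation seen in 32.9% of all tested genes and in 10% by chance. Between DKO and *Smad4 (Stella)* ovaries 827 genes were called higher and 767 lower, and the number of genes higher in DKO than in Smad4 cKO ovaries, another name for *Smad4 (Stella)* ovaries, was 498 without DKO ovary 1, 357 without *Smad4 (Stella)* ovary 2 and 390 without *Smad4 (Stella)* ovary 3. In both comparisons the counts of genes higher and lower were much smaller with the deposited table and under normexp background correction. The genes that follow are the largest changes among called genes that were well above background on at least 1 array of both groups, and 5 genes that were not, whose fitted changes would have ranked among them, are passed over. The largest rise was in *Asb9*, with a probe on the X chromosome of mm9 from 160977601 to 160977660. Its relative log2 level was 2.76 ± 0.58 in DKO ovaries and -4.65 ± 1.30 in control ovaries (SD, n = 3 each), of which 2 of 3 were well above background. *Egr4*, with a probe on chromosome 6 from 85461153 to 85461212, rose from -2.41 ± 0.27 to 4.24 ± 0.71 (SD, n = 3 each), a log2 fold change of 6.65 (SE 0.40, adjusted p = 5.89e-06 from limma). The next largest rises among these genes were 5.75 for *Gtsf1l*, which was well above background in 1 of 3 control ovaries, 5.06 for *Pramel13*, which the array names *Pramef12*, and 4.87 for *1700080O16Rik*, measured in 2 of 3 control ovaries. *Rad51ap2*, with a probe on chromosome 12 from 11465566 to 11466171, fell from 1.66 ± 0.12 to -3.48 ± 0.50 (SD, n = 3 each), a log2 fold change of -5.14 (SE 0.24, adjusted p = 1.61e-06 from limma). Among these genes, larger falls of -6.12 for *Reg2*, -6.07 for *Lypd4*, -5.81 for *Terb1* (*Ccdc79* on the array) and -5.24 for *Spdya* rest on levels that were well above background in 1, 2, 2 and 2 of the 3 DKO ovaries. With normexp background correction the changes of such dim genes were smaller, at 5.27 for *Asb9* and -3.11 for *Reg2*. Among the genes labelled in Fig 7D, *Nanos2* was above background in all DKO ovaries and in 0 of 3 control ovaries and was at least 7.45-fold higher in DKO ovaries. *Nodal* and *Dnd1* rose by 2.60 and 2.49 on the log2 scale (adjusted p = 0.00108 and 0.0031 from limma), while *Mei1*, *Figla* and *Sycp3* changed by -3.62, -2.19 and -1.81 (adjusted p at most 0.00102 from limma). *Dnmt3l* was at -2.19, -3.65 and -4.31 in DKO ovaries and at -4.95, -4.43 and -4.86 in control ovaries, a log2 fold change of 1.36 (SE 0.60, adjusted p = 0.135 from limma) that did not pass the threshold, against 1.65, 2.53 and 2.18 in control testes. From the shares of the male list that rose and of the female list that fell, together with RT-qPCR and immunostaining of single genes, the paper reasons that the shift to the male pattern in DKO ovaries reaches a large part of the germ-cell-specific genes and not the representative genes alone.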

The results of PCA analysis were further supported by factor loading analysis (Fig 7E and 7F). Theoretically, the genes that give a more positive contribution to the classification will have a factor loading value (*y*-axis in Fig 7E and 7F) closer to 1 or -1. In the control, the factor loading value of most of the female-specific genes (both somatic and germ cell specific) was close to -1, and that of the male-specific genes was close to 1, indicating that somatic and germ cells contribute equally to the female versus male diversification of developing gonads (see Fig 7E [*p* = 0.168]). 

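Loadings were computed as the correlation of each gene with the 1st component of the 3 DKO and 3 control ovary arrays. The list of somatic genes was not used here, and genes outside the germ-cell lists that differed between control testes and control ovaries were taken in its place, a choice that used the same control ovaries. That set is not purely somatic. It holds the germ-cell genes *Stk31* and *Dazl* and the meiosis gene *Cpeb1*, with loadings of -0.94, -0.26 and -0.92. The median absolute loading was 0.929 over 718 germ-cell-specific genes and 0.684 over 5740 sex-different genes outside the lists. The median loading of the female germ-cell-specific genes was -0.97 and that of the male germ-cell-specific genes 0.86. Outside the lists it was -0.73 for genes higher in ovaries and 0.49 for genes higher in testes. Genes are not independent replicates, and the difference between the sets was not tested across genes. Leaving out 1 array at a time gave 0.918 to 0.949 for the germ-cell-specific genes and 0.692 to 0.773 for the other set. The value of the germ-cell-specific genes was lower with the deposited table and under normexp background correction. With the deposited table the gap between the sets was also narrower.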

Notably, the comparison of the DKO and control ovaries showed that the factor loading value of most of the germ-cell-specific genes, but not the somatic-cell-specific genes, was closer to 1 or -1, indicating that germ-cell-specific genes contribute much more than somatic-cell-specific genes in distinguishing DKO and control ovaries (*p* < 0.0000001; Fig 7F). Indeed, somatic cells differentiated to pregranulosa cells marked by FOXL2, but did not differentiate to Sertoli cells, as revealed by the negative signal for SOX9, in DKO ovaries (S6A and S6B Fig, also see S4D Fig). These results suggest that the observed sexual fate change of XX PGCs in DKO ovaries occurs independently from global gene expression change in the somatic cells.

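Among somatic marker genes, the median log2 fold change of 15 Sertoli cell markers in DKO against control ovaries was 0.00 (adjusted p = 0.892 from limma's camera and 0.754 from fry, over 18 lists), with 8 genes higher and 7 lower. In control testes the same markers had a median of 3.40, or 3.26 with the 2 genes not well above background in a group at their bound. The median of 10 pregranulosa cell markers was 0.07 in DKO ovaries (adjusted p = 0.555 from limma's camera and 0.754 from fry, over 18 lists), while the mean was -0.01, and the median was -2.08 in testes, or -1.95 with 1 such gene at its bound. With the slide as a block the medians of the Sertoli and pregranulosa markers in DKO ovaries were -0.19 and -0.04, so that neither direction held. Macrophage markers were higher, with a median of 0.37 (adjusted p = 0.0120 from limma's camera and 0.0024 from fry). Erythroid markers were lower, with a median of -0.48 (adjusted p = 0.0154 from limma's camera and 0.0192 from fry). Fetal Leydig, mesonephric, endothelial and skeletal muscle markers passed neither test. *Sox9* was at -3.15 ± 0.10 in DKO ovaries, -3.06 ± 0.41 in control ovaries and 0.00 ± 0.13 in control testes (SD, n = 3 each). *Foxl2* was at -3.42 ± 0.15 in DKO ovaries and -3.84 ± 0.27 in control ovaries (SD, n = 3 each), with an adjusted p = 0.10 from limma, and was at least 3.97-fold higher in control ovaries than in control testes, where it was well above background in 0 of 3 arrays. The changes of *Fgf9*, *Wnt4* and *Bmp2* in DKO ovaries were 0.01, 0.17 and -0.05 on the log2 scale (adjusted p = 0.986, 0.546 and 0.881 from limma). Under normexp the median of the genes tested was 0.26. Relative to that median, *Fgf9*, *Wnt4*, *Bmp2* and *Sox9* changed by 0.30, -0.22, -0.03 and 0.01. The sign for *Fgf9* changed with the slide as a block and, relative to that median, with quantile normalization (-0.03). Outside the germ-cell lists, 21.8% of 2716 genes called higher in control testes than in control ovaries were at least 1.5-fold higher in DKO ovaries, and 39.0% of 3032 genes called lower in testes were at least 1.5-fold lower. Unchanged ovaries set against simulated control ovaries gave 4.82% and 6.17% on average and at most 5.68% and 7.42% in 100 simulations. The simulated noise was independent between genes, without any shift of an array, a slide or the tissue makeup. These simulated shares are therefore no ceiling for real unchanged ovaries. In the measured DKO ovaries the opposite change was seen in 2.39% and 2.18% of the genes called higher and lower in testes. In *Smad4 (Stella)* ovaries the shares were 6.96% and 17.4%. The genes outside the lists include germ-cell genes such as *Stk31* and *Cpeb1*, so these shares are not those of somatic genes alone. From the somatic lists' principal components and loadings, the paper proposes a change of germ cell sex independent of a global change in somatic cells. Its other evidence is the staining for FOXL2 and SOX9, with FOXL2 also stained after ubiquitous *Smad4* deletion with an RA receptor antagonist.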

## Discussion

In this study, we investigated the function of Smad4 signaling in the sexual differentiation of germ cells in ovaries and clarified the roles of Smad4 and RA signaling in germ cell fate determination (Fig 8). Three important outcomes in this study deserve particular attention.

**Fig 8:**
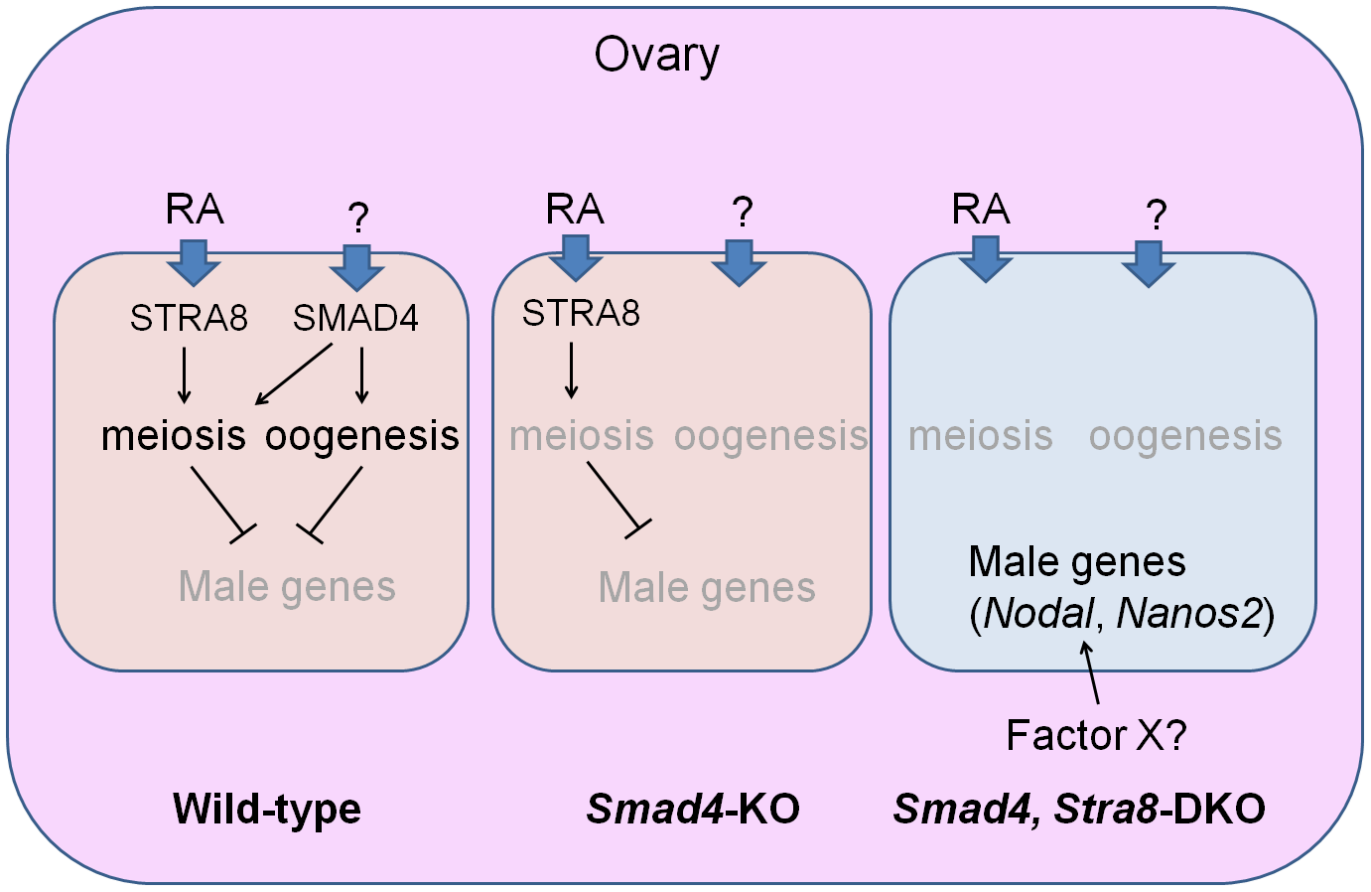
Sexual fate change in DKO germ cells in ovary. In the ovary, two signaling pathways are involved in germ cell fate determination; one is an RA-Stra8 pathway that initiates meiosis and the other is a SMAD4 pathway that is activated via a currently unknown factor. In the absence of SMAD4, germ cells fail to proceed through normal meiosis and fail to make any oocytes. SMAD4 acts in germ cells cell-autonomously and regulates the fate of female germ cells because loss of SMAD4 and STRA8 leads to the upregulation of *Nodal* and NANOS2 expression as well as other male-specific genes. In this situation, somatic cell fate was unchanged and germ cells in the DKO may determine their fate in a cell-autonomous manner or another common factor (X) from female somatic cells is also required.

First, we provided an insight into the critical question in reproductive biology: what factors determine female germ cell fate? RA-Stra8 signaling was once considered to determine female germ cell fate by inducing meiosis. However, a recent study showed a case where female germ cells can complete oogenesis even in the absence of *Stra8*, indicating that these two pathways are independent [22]. Therefore, uncovering the factors that determine female germ cell fate has been long awaited. Given that the genes involved in follicular formation were compromised in *Smad4*-deficient germ cells without affecting initiation of *Stra8* expression and knocking out of both *Smad4* and *Stra8* resulted in up-regulation of male-specific germ cell genes, we propose that SMAD4 is a strong candidate for a sexual fate determinant in female germ cells. *Lhx8* and *Figla* may be the potential targets of SMAD4, but we do not exclude that other factors may also be regulated by SMAD4. Future studies to identify the target gene(s) of SMAD4 along with functional studies would facilitate our understanding for the regulators of oogenesis. In addition, what signal SMAD4 mediates in female germ cells remains an open question. In this regard, a deduced candidate is BMP2. As BMP2 is expressed in ovarian somatic cells under the control of Wnt4 [29], we speculate that BMP2 initiates Smad4 signaling. However, we cannot exclude the possibility that other TGFβ ligands activate the pathway as well. Further analysis is required to elucidate the signaling pathway.

We conclude that Smad4 signaling in germ cells functions independent of somatic cells during the sexual fate determination of XX germ cells based on the fact that expression levels of oocyte-specific regulators in *Smad4*^*flox/flox*^*/WT1CreERT2* mutant ovaries were not significantly different from those of control ovaries at approximately E17.5. However, in the maturation stages of oocytes after birth, the deletion of *Smad4* from somatic cells (granulosa cells) is accompanied by precocious luteinization and cumulus cell defects [49]. Therefore, the function of SMAD4 is highly stage-dependent in ovaries.

Second, we found that SMAD4 or its downstream signaling regulates meiotic progression during oogenesis. Although controversial [50,51], it is widely accepted that RA induces meiosis in germ cells. However, whether RA alone supports meiotic progression or requires other signals remains unknown. RA alone could not induce meiosis in vitro, which implies that factors other than RA are involved in meiotic progression [52]. The results of our study showed that *Smad4*-null germ cells expressed *Stra8* and *Rec8*, but most showed meiotic defects before the pachytene stage accompanied by a failure to upregulate genes involved in meiosis (Fig 2 and S3B Fig). Notably, most of these genes were also inactivated in *Stra8* mutant ovaries (for example, *Sycp1*, *Sycp3*, *Dmc1*, *Spo11*, *Mei1*, and *Hormad1*) [53], which implies that SMAD4 and STRA8 regulate the same downstream factors to promote meiosis. Moreover, a Stra8-dependent pathway is reportedly responsible for the downregulation of *Stra8* and *Rec8* expression levels [53]. We speculated that this pathway is inactivated by the deletion of *Smad4* because the expression level of *Stra8* in mutant germ cells was higher than that in normal ovaries (Fig 2A and S3B Fig). Overall, the results of the present study indicated that in addition to RA-dependent meiotic initiation, Smad4 signaling is required for meiotic progression, consistent with the study that successful induction of meiosis requires Activin A, BMP, and RA [52]. This finding is a critical clue for understanding the mechanisms involved in meiosis.

Third, we found profound properties of DKO germ cells. These germ cells became positive for male factors NANOS2 and DNML3L, and some of those cells showed 5-mC, indicating DNA methylation, all of which are normally observed only in male gonocytes. The transcriptome analyses of DKO embryos showed that more than 50% of male-type genes were up-regulated and more than 70% of female type genes were downregulated, indicating that male pathway is promoted when female germ cell development is suppressed by the lack of *Stra8* and *Smad4*. However, as seen in PCA analyses, DKO germ cells were not equal to male germ cells and not all DKO germ cells expressed NANOS2. This may be due to the effects from ovarian somatic cells; some factor(s) may act to suppress or promote the male pathway. Importantly, however, we showed that the female-to-male sexual fate change of XX germ cells occurred independent of the sexual switch of somatic cells as revealed by sustained FOXL2 expression in DKO ovaries. A similar phenotype was also observed in the ubiquitous *Smad4*-cKO (via Rosa-CreERT) with an RA inhibitor (S4C and S4D Fig). Owing to the lack of a Y chromosome in XX ovaries, the induction of male-like characteristics in DKO germ cells is not linked to any somatic factors, such as FGF9 and SOX9, which are controlled by SRY. Therefore, our results raise the unexpected possibility that male-specific factors in somatic cells are unnecessary for the male fate determination of germ cells even in the testes, although we do not exclude the possibility that other somatic factors (X) existing in both testes and ovaries are involved in the induction of maleness in germ cells (Fig 8). Consistent with this hypothesis, a recent study has shown that disruption of the germ-cell-specific factor FOXL3 in XX medaka (*Oryzias latipes*) leads to male differentiation even in ovaries [54]. In the case of our mouse model, however, we cannot expect to induce functional sperm in DKO ovaries, because the deletion of *Stra8* leads to meiotic defects, and spermatogenesis requires an appropriate microenvironment supported by Sertoli cells that cannot be provided in mouse ovaries.

In summary, we analyzed the functions of SMAD4 in fetal female germ cells and found that SMAD4 is required for sexual differentiation of female germ cells. We further proved that SMAD4 and STRA8 were crucial for female sex determination, because germ cells lacking these two factors became male gonocyte-like cells, even if these germ cells were surrounded with female somatic cells. Our results provide foundational information for understanding the sex determination system in mammals, which may contribute to the goal of direct gamete induction in vitro.

## Materials and Methods

### Ethics

All mouse experiments were approved by the Animal Experimentation Committee at the National Institute of Genetics. Permission number for animal experiment is 27–13.

### Mice

Generation of floxed *Smad4* alleles and *Stra8* knockout mice has been described previously [48,55]. *Stella-MerCreMer* was established previously [33]. *Rosa-CreERT2* mice were purchased from Artemis Pharmaceuticals GmbH. *WT1-CreERT2* mice were purchased from Jackson Laboratory. *Gt(ROSA)26Sor*^*tm1Sor*^/J and *CAG-floxed-CAT-EGFP* mouse lines were established previously [56,57]. All of these mice lines were kept in a mixed background. TM was diluted in sesame oil (Nacalai Tesque) at a concentration of 10 mg/ml, and 0.5 ml of the diluted TM was injected each time. To induce recombination in *Stella-MerCreMer* mice, TM was injected at E9.5 and E10.5. To induce recombination in *Rosa-CreERT2* or *WT1-CreERT2* mice, TM was injected at E10.5 and E11.5. ICR strain mice (Clea Japan) were used as control in some cases (S1A, S5D and S5E and S6B Figs).

### Microarray and Data Analysis

RNA samples were prepared from E14.5 testes, ovaries, *Smad4* mutant ovaries, and double mutant embryos (*n* = 3 for each case). For each hybridization assay, 200 ng of total RNA was labeled with Cy3 and hybridized to a Whole Mouse Genome Oligo Microarray (G4122F; Agilent) in accordance with the manufacturer’s protocol using a Quick Amp Labeling Kit (Cat #51900424), One Color (Agilent), and Gene Expression Hybridization Kit (Agilent). Data have been deposited in Gene Expression Omnibus under accession number: GSE68773.

Extraction of genes specifically expressed in female somatic cells, male somatic cells, and male germ cells was performed using microarray data from [48] by R. To extract genes specifically expressed in male or female germ cells at E13.5, genes showing 1.5-fold changes in expression levels between *Nanos3*^*+/-*^ testes and *Nanos3*^*+/-*^ ovaries were defined as sex-specific genes. Then, genes showing 1.5-fold changes in expression levels between *Nanos3*^*+/-*^ testes and *Nanos3*^*-/-*^ testes and between *Nanos3*^*+/-*^ ovaries and *Nanos3*^*-/-*^ ovaries were defined as germ cell-specific genes, because *Nanos3*^*-/-*^ gonads (both ovaries and testes) lack germ cells at E13.5. Genes specifically expressed in male or female germ cells were obtained by the intersection of genes in the two lists. Similarly, genes specifically expressed in male or female somatic cells (if genes are not germ-cell-specific) at E13.5 were also isolated. PCA was analyzed by R using genes in the above lists.

### Organ Culture

Gonads were cultured in 24-well culture plates with DMEM containing 10% horse serum at 37°C on 5-μm nucleopore filters [58,59]. Some gonads were cultured in medium containing 4-hydroxytamoxifen (2 μM; Sigma-Aldrich), DMSO (Sigma-Aldrich), and AGN 193109 (5 μM; Toronto Research Chemical Inc.). For the experiments shown in S4B Fig, tamoxifen was injected at E10.5 and E11.5, and ovaries obtained at E12.5 were further cultured with DMSO (control) or AGN 193109 (5 μM) for 2 d or 3 d with 4-hydroxytamoxifen (2 μM) to further induce Cre-mediated *Smad4* deletion during cultivation. For the experiments shown in Fig 5, tamoxifen was injected at E9.5 and E10.5, and ovaries obtained at E12.5 were further cultured with DMSO (control) or AGN 193109 (5 μM) for 3 d with 4-hydroxytamoxifen (2 μM). For the experiments shown in Fig 6D and 6E, tamoxifen was injected at E9.5 and E10.5, and ovaries obtained at E14.5 were further cultured for 4 d.

### Reverse Transcription Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was prepared from the fetal gonads of mutant embryos and the gonads of ICR strain embryos at each embryonic stage using RNeasy Mini Kits (Qiagen). Total RNA was then used for cDNA synthesis using PrimeScript RT Reagent Kits with gDNA Erase (Takara). PCR was performed with KAPA SYBR FAST qPCR Kits using a thermal cycler dice real time system (Takara). The primer pairs used for PCR amplification are listed in S3 Table.

### Histological Analysis

Histological analysis was performed as previous reported [5,8]. Briefly, gonads were fixed in 4% paraformaldehyde, embedded in OCT compound (Tissue-Tek; Sakura), and sectioned (6 μm) using a cryostat. After preincubation with 3% skim milk powder in PBST for 30 min, the sections were stained with primary antibodies: anti-TRA98 (1:10000; a gift from Y. Nishimune), anti-undifferentiated embryonic cell transcription factor 1 (1:200; Abcam), anti-SOX2 (1:200; Santa Cruz), anti-SOX9 (1:250; a gift from Y. Kanai, The University of Tokyo, Tokyo, Japan), anti-NANOS2 (1:200) [60], anti-FOXL2 (1:200; Abcam), anti-STRA8 (1:200; Abcam), anti-SCP1 (1:1000; Abcam), anti-SCP3 (1:1000; Abcam), anti-GFP (1:400; Aves labs), anti-DNMT3L (1:200; a gift from S. Yamanaka, Kyoto University, Kyoto, Japan), anti-Cleaved-Caspase-3 (1:200; Cell Signaling Technology), anti-MVH (1:400; Abcam), anti-E-Cadherin (1:100; R&D systems) anti-NOBOX (1:200; Abcam), anti-PLZF (1:200; SantaCruz), anti-5mC (1:200; Activemotife), anit-FOXO3A (1:200; Cell signaling Technology), and anti-pSMAD1/5/8 (1:200; Cell Signaling Technology). The sections were then incubated with donkey anti-rabbit/rat/goat/mouse or anti-chick IgG secondary antibodies conjugated with either Alexa 488, Alexa 594, or cy5 (1:400; Invitrogen). Primary antibodies were diluted in 3% skim milk powder in PBST. Secondary antibodies were diluted in PBST. Slides were mounted for observation under a scanning confocal microscope (Olympus FV1200 IX83). The method for LacZ staining (S1B Fig) was reported previously [61].

### Cell Counting

To trace the cell fate of *Smad4*-null germ cells in *Smad4*^*flox/flox*^/*Stella-MerCreMer* ovaries, tamoxifen was injected at E9.5 and E10.5, and samples were harvested from E14.5 to E17.5. Ovaries were sectioned and immunostained with different markers: NOBOX (Fig 3B), FOXO3A (Fig 3C), and Cleaved-Caspase3 (Fig 1D), together with germ cell markers TRA98 or MVH. Germ cells on all these sections were counted as TRA98- or MVH-positive cells (Fig 1C). Underlying data used for counting were presented in S1 Data.

### Statistical Analysis

Statistical analysis was performed as previous reported [5,8]. For quantitative analyses between two different samples, significance was assessed by Student’s *t* test. For quantitative analyses among multiple samples, significance was assessed using one-way ANOVA followed by Tukey’s post-hoc tests for selected pairs of genotypes.

## Supporting Information

S1 Data Underlying data used for quantitative analysis. (XLSX) Click here for additional data file.

S1 Fig Examination of pSMAD1/5/8 expression and Stella-MerCreMer activity in embryonic ovaries. (A) Immunohistochemical detection of pSMAD1/5/8 and TRA98 (a germ cell marker) in indicated ovaries. White arrows indicated germ cells. (B) X-gal staining followed by TRA98 immunostaining of ovary section of ROSA26-Cre reporter strain, *Gt(ROSA)26Sor*^*tm1Sor*^/J) crossed with a *Stella-MerCreMer* male mouse. Tamoxifen was injected at E9.5 and E10.5, and ovaries harvested at E14.5 were subjected to X-gal staining.
(TIF) Click here for additional data file.

S2 Fig Smad4 signaling in somatic cells is not involved in sex determination of germ cells. (A) Scheme of somatic-cell-specific knockout strategy. Tamoxifen was injected at E10.5 and E11.5, and ovaries were harvested at E14.5 (B) or cultured for 3 d (C). (B) Expression levels of the indicated genes were compared by RT-qPCR in control (*n* = 6) and *Smad4* mutant (via WT1-CreERT2; briefly WT1) ovaries (*n* = 4). The expression levels of the indicated genes were normalized to that of *Mvh* or *G3phd* (for *Smad4*). (C) Quantitative analysis of NOBOX-positive germ cells in *Smad4* mutant (WT1) (*n* = 3) and control ovaries (*n* = 4). Significance was assessed by Student’s *t* test. Error bars indicate SD. Underlying data is available in S1 Data.
(TIF) Click here for additional data file.

S3 Fig Ubiquitous deletion of *Smad4* reproduced the phenotype of germ-line-specific *Smad4* deletion in ovaries. (A) Schematic drawing of ubiquitous knockout strategy. Tamoxifen was injected at E10.5 and E11.5, and ovaries were harvested at E14.5. (B) Expression level of meiosis-related genes in control and *Smad4* mutant (Rosa) ovaries. Data are represented as a heat map and the *p*-value was calculated by Student’s *t* test. (C,D) Expression levels of the indicated genes were compared by RT-qPCR in control (set as 1) and *Smad4* mutant (Rosa) ovaries (*n* = 4). The expression levels of the indicated genes were normalized to that of mouse vasa homolog (*Mvh*). Significance was assessed using Student’s *t* test for one pair of genotypes and one-way ANOVA followed by Tukey’s post-hoc tests for selected pairs of genotypes. Error bars indicate SD. Underlying data is available in S1 Data.
(TIF) Click here for additional data file.

S4 Fig Suppression of Smad4 or RA signaling alone does not result in sex reversal of XX PGCs. (A) Expression level of indicated genes in control and *Smad4 (Stella)* ovaries at E14.5. Data was extracted from microarray analysis. (B) Experimental scheme for (C,D). (C) RT-qPCR analysis of *Stra8* and *Nanos2* expression in control and *Smad4*-cKO (Rosa) mutant ovaries that were or were not treated with the RA receptor antagonist AGN 193109 for 2 d. Error bars indicate SD. Underlying data is available in S1 Data. (D) Representative image of sections from *Smad4*-cKO (Rosa) ovaries stained for NANOS2 and FOXL2 after treatment with AGN or DMSO for 3 d. Scale bar: 50 μm.
(TIF) Click here for additional data file.

S5 Fig Induction of male-specific genes was not observed in either *Stra8*-KO or wild-type ovaries. (A,B) Representative images of *Stra8-KO* ovary sections (littermate control of Fig 6B and 6C). (C) Representative images of wild-type ovaries incubated for 4 d with normal medium and stained for 5-mC and PLZF (negative control). (D,E) Wild-type testes stained for E-CADHERIN, PLZF, DNMT3L, and 5-mC, related to Fig 6D and 6E. Scale bars: 50 μm.
(TIF) Click here for additional data file.

S6 Fig Induction of male-specific genes occurred independently of sex reversal of somatic cells in DKO ovaries. (A) Expression levels of the indicated genes were compared by RT-qPCR in control male (set as 1) and female gonads, and in double mutant ovaries (*n* = 3). Tamoxifen was injected at E9.5 and E10.5, and gonads were recovered at E14.5. The expression levels of the indicated genes were normalized to that of mouse vasa homolog (*Mvh*). Significance was assessed using Student’s *t* test. Error bars indicate SD. Underlying data is available in S1 Data. (B) Representative image of E15.5 DKO ovarian tissue section stained for FOXL2 and SOX9, and wild-type testis section stained for SOX9 and TRA98. Scale bars: 50 μm.
(TIF) Click here for additional data file.

S1 Table Fold change of male germ-cell-specific genes in DKO ovaries compared with control ovaries. (DOCX) Click here for additional data file.

S2 Table Fold change of female germ-cell-specific genes in DKO ovaries compared with control ovaries. (DOCX) Click here for additional data file.

S3 Table Primer set used for RT-qPCR. (DOCX) Click here for additional data file.

## Abbreviations

5mC: 5-methylcytosine
BMP: bone morphogenetic protein
DNMT3L: DNA methyltransferase 3-like protein
FGF9: fibroblast growth factor 9
FOXO3a: Forkhead box O3a
NOBOX: newborn ovary homeobox protein
OCT4: octamer-binding transcription factor 4
PCA: principal component analysis
PGC: primordial germ cell
PLZF: promyelocytic leukemia zinc finger
pSMAD: phosphorylated SMAD
RA: retinoic acid
SC: synaptonemal complex
SYCP: synaptonemal complex protein
SOX: SRY-box
SRY: sex-determining region Y
SMAD4: mothers against decapentaplegic homolog 4
STRA8: stimulated by retinoic acid 8
TGFβ: transforming growth factor β
TM: tamoxifen
UTF1: undifferentiated embryonic cell transcription factor 1
WNT4: wingless-related MMTV integration site 4

# Supplementary material for: Sexual Fate Change of XX Germ Cells Caused by the Deletion of SMAD4 and STRA8 Independent of Somatic Sex Reprogramming
**Source:** PLoS Biol. 2016 Sep 8;14(9):e1002553. doi: 10.1371/journal.pbio.1002553
**Supplement:** S3 Table

|  | Forward (5'–3') | Reverse (5'–3') |
| --- | --- | --- |
| *Nanos2* | ACAGCAGTCAGCAGTCTC | CCGAGAAGTCATCACCAG |
| *Nodal* | AGCCAAGAAGAGGATCTGGTATGG | GACCTGAGAAGGAATGACGGTGAA |
| *Lefty1* | AGTCCTGGACAAGGCTGATGTG | CGAACACTAGCAGGTGAGTGGA |
| *Mvh* | GTTGAAGTATCTGGACATGATGCAC | CGAGTTGGTGCTACAATAATACACTC |
| *G3pdh* | ACCACAGTCCATGCCATCAC | TCCACCACCCTGTTGCTGTA |
| *Stra8* | CCTAAGGAAGGCAGTTTACTCCCAGTC | GCAGGTTGAAGGATGCTTTGAGC |
| *Sox9* | AAGACCACCCCGATTACAAGTACCA | TCAGATCAACTTTGCCAGCTTGCAC |
| *Uft1* | ATGTCCCGGTGACTACGTCTGATG | AGTCTCGGAGTTTGTCCTTGAGGAA |
| *Figla* | GCCCCTCCTCTTCTTTCTTCA | CAGAGCAGGAAGCCCAGTAAA |
| *Sox2* | GCGGAGTGGAAACTTTTGTCC | CGGGAAGCGTGTACTTATCCTT |
| *Nanog* | CCGCTTGCACTTCATCCTTTG | CCTCAGCCTCCAGCAGATGC |
| *Oct4 (pouf1)* | TCACCTTGGGGTACACCCAG | CATGTTCTTAAGGCTGAGCTGC |
| *Lhx8* | GTCAGTCCCAACCATTCTTCC | CTGGGCAGCGAGAGGATGTT |
| *Sohlh1* | AGCCAGACTCCGGTATAGCCA | CAAGCTGGAAGACTCTGGCT |
| *Smad4* | CCTGTTGTGACTGTGGATGGCTATG | AGACCTTTATATACGCGCTTGGGTAGA |
| *Rec8* | AGGAGACCCTTCCTGAAGCC | ATGGGCTCTGCCTCCTGTAA |
| *Topaz1* | ACATTGCGTGGCTGTGAGC | CTCAGGCACATGGACAAACTTG |
| *Piwil2* | TGACCTGTGCATCCCCTTCT | TCCCCACAAGCTTCATATCCA |
| *Egr4* | AGATCTGAGTTCGGCCGCCTTT | GACCTTGGTCCCTACTGCAGAGA |
| *Tdrd5* | AGGGGTCATATTCTACAGGATTCCC | CGCTTTAGCTCAGGATCAACAGTC |
| *Dnmt3l* | GACTACCAGAATGCTATGCGG | GCAATCAAACAGGAGAGAAAC |
| *Dnd1* | GTTCAGTACGCACCGAGCTG | GCGGAAGTGCTGCTTTAGGT |
| *Piwil4* | CGGGACGGTGTAGGCAATGG | GTCAGCTTGTGTGCATATTGGC |
| *Tdrd5* | ACAAGAGTCAGGGAGCCATAG | CACATCAAAGTAGTCAGTTAGCA |

How the deposited data were processed for this re-analysis (not part of the article)

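RNA of E14.5 gonads was measured on 12 single-colour Agilent arrays, 3 each of control testes, control ovaries, *Smad4 (Stella)* ovaries and DKO ovaries, with 1 array per sample. Groups and replicates were taken from the sample labels and the paper. The authors deposited the Feature Extraction output of each array, whose processed intensity had been corrected for background within the array, and a table of intensities. Setting that table against the arrays showed that it held the same processed intensity rounded to 3 significant digits, with no scaling between arrays and no log, so that its use as an alternative amounts to leaving out the scaling. The software was Feature Extraction 11.0.1.1, and the array design was annotated on mm9, to which all coordinates refer.

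From the intensities of each array, log2 of the processed signal minus the 75th percentile over spots that were not controls was computed here. Outlier spots were left out, replicate spots were averaged per probe, and a probe was kept when it was well above background on every array of at least 1 group, which left 27311 of 41174 probes. The mean of the remaining probes was taken as the level of a gene, giving 18844 genes, while 29182 genes were present without the filter. A symbol of the reference table was matched for 27050 probes, and the name on the array was kept for the others. The number of arrays, 3 per group, limits the precision, and 0 probes were saturated.

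Groups were compared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, in 1 linear model over the 12 arrays without a block and with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold. Exact permutation tests of 3 arrays against 3 were two-sided. Shares of the germ-cell-specific lists, principal components, loadings and tests of gene sets used genes without the filter. Gene sets were tested with camera at a preset correlation of 0.01 and with fry, both of limma. The lists were Sertoli, fetal Leydig, pregranulosa, endothelial, macrophage, erythroid, mesonephric and skeletal muscle markers, Y-linked genes, genes of germ cells of both sexes, pluripotency, oocyte and meiosis genes, BMP and SMAD response genes, Nodal pathway genes, and the genes of Fig 7D, of S4A Fig and of the male RT-qPCR panels, 18 lists in all. The muscle list was written after muscle genes had been seen to be low in S1 Table, which comes from these same arrays.

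Named genes were those the paper names, and the 5 largest rises and 5 largest falls in DKO ovaries among called genes whose arrays did not overlap between the groups. In applying this rule, 5 genes whose changes would have ranked among them were passed over because the gene was not above background on any array of a group, a narrowing made after the values were seen. Genes not well above background on any array of a group have only a bound, and medians and shares of lists were also computed with such genes at their bound, which was done after the values were seen. A gene with no fold was left out of these medians and counted as not changed in these shares. The set tests used the fitted values of all genes.

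The gene calls were tested on simulated data with noise independent between genes, in which 200 genes were changed. Of these, 83.0% were recovered for DKO against control ovaries with 6 false calls, 78.5% with 4 false calls for *Smad4 (Stella)* against control ovaries, 82.0% with 11 for control testes against control ovaries and 79.0% with 14 for DKO against *Smad4 (Stella)* ovaries, each over 18812 genes. Positions on the 1st component and the set tests were tested on simulated data as well, while the loadings and the shares of the lists were not.

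The alternatives were quantile normalization, the deposited table, normexp background correction with an offset of 50, the brightest probe of each gene, no filter on dim probes, detected genes only, genes centred only, a 2-fold threshold, 1.5-fold with an adjusted p, the slide or the replicate number as a block, a model of only the groups compared, the methods' t-test, and leaving out each array in turn. These were set before the data were examined. The mean signal without background correction, quantile normalized, was added after seeing the data. Lists of somatic genes and the earlier E13.5 data were not used here.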

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

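The tests of a single control ovary, of the slide for *Smad4 (Stella)* ovaries, of the share of germ cells, of the scaling and of the background correction, with the centring of each array, were chosen after the results were seen, while the counts over other splits of the arrays and the slide test of DKO ovaries were written first.

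Beside the germ-cell lists the paper follows lists of somatic genes, which were not used here. Outside the germ-cell lists, 2246 genes were called between DKO and control ovaries, 1036 higher and 1210 lower, of 18129 genes. With the slide as a block, 81.2% of them were also called in the same direction, which argues against the slide as their source. In 1 of 10 splits of the 6 arrays, the real one, as many genes of any kind were called, and the largest count in another split was 2, against 2769 in the real one. In the simulated data, 6 genes that had not been changed were called in this comparison. The share over 10 splits cannot fall below 0.1, so that the share by itself cannot exclude chance. The share of each cell type in the whole gonad was not measured, so a change in the makeup of the ovaries stays open beside a change within cells.

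Between *Smad4 (Stella)* and control ovaries 51 genes were called, 25 higher and 26 lower, of which 45 were outside the lists. At an unadjusted p, 1569 were higher and 2138 lower. The real split was the only one of 10 with as many calls (1 of 10), and the largest count in another split was 2. As for DKO ovaries, the share over 10 splits by itself cannot exclude chance. In the simulated data, 4 genes that had not been changed were called in this comparison. With the slide as a block 1 of the 51 genes, *Pramel13*, was also called, while 51 of 51 kept their direction, 23 of them with a change at least as large, and the median ratio of the blocked to the unblocked change was 0.980. These sizes go against the slide as the whole source, but the genes were chosen for their difference on the same arrays, and 3 of the 4 arrays of slide 3 are *Smad4 (Stella)* ovaries, so that the block separates slide from genotype through DKO ovary 3 alone. For the 50 of the 51 that were not called with the block, slide and genotype cannot be told apart one by one. The block itself called 13 genes, 9 higher and 4 lower, of which 12 were not among the 51, and 8 of the 13 had the same direction without the block. The count rested on single arrays: without *Smad4 (Stella)* ovary 3 it was 0 higher and 0 lower, without control ovary 2 it was 1 and 2, and without *Smad4 (Stella)* ovaries 1 and 2 it was 7 and 5, and 9 and 13. Without control ovary 1 the lower count was 42 and without control ovary 3 it was 12.

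The female germ-cell-specific genes had a median log2 fold change of -0.41 in *Smad4 (Stella)* ovaries, which the paper does not report. It was -0.37 at the least when 1 control ovary was left out (-0.373) and -0.45 with the slide as a block (-0.453), which argue against a single control ovary and against the slide as the whole source. Only the real split of 10 gave as large a median (1 of 10), the largest in another split being 0.27 in size, and here too the share by itself cannot exclude chance. The median of all genes in *Smad4 (Stella)* ovaries was itself -0.16 under the 75th percentile and 0.27 under the deposited table, so that fry, which tests the list against no change, moves with the scaling. Each array was therefore also centred on its median of all genes, which takes out any factor per array. The list then stood at -0.28 under the 75th percentile, -0.38 with quantile normalization and -0.28 under the deposited table (-0.277). Camera of limma passed in 5 of 5 normalizations, with and without centring. Over the 5 normalizations, the adjusted p = 0.0774, 0.0048 and 0.0774 from limma's fry, which had passed under the 75th percentile without centring, so that a factor per array does not produce the difference from all genes but that difference does not hold under fry in 2 of 3, and the scaling is not excluded by these tests. For the background correction, the centred list stood at -0.184 under normexp and -0.28 with the mean signal without background correction, with an adjusted p = 0.466 and 0.0048 from limma's fry, and the background correction stays open too. A lower share of germ cells stays open in part. Genes of germ cells of both sexes had a median of -0.249, lower in 7 of 7 genes (adjusted p = 0.0726 from limma's camera and 0.114 from fry). The same genes were lower in control testes than in control ovaries (median -0.57, 6 of 7 lower). Their fall therefore cannot tell fewer germ cells from a loss of female expression. Against a lower share as the whole source, pluripotency genes had a median of 1.04, higher in 3 of 3 genes (adjusted p = 0.00405 from limma's camera and 0.114 from fry), and the male RT-qPCR genes 0.46 (adjusted p = 0.0232 from limma's camera and 0.283 from fry), or 0.26 without *Nanos2*, which has no fold here. Neither call held under fry, and a lower share beside a rise within germ cells was not tested. The male list had a median of 0.09, or 0.12 with dim genes at their bound and genes with no fold left out, and 0.25 relative to all genes, and 6 of 10 splits matched the median. It was 0.033 without 1 control ovary and 0.590 with the slide as a block, and neither explanation is decided. Whether *Smad4 (Stella)* ovaries shift toward the male pattern or carry fewer germ cells could therefore not be settled by these values.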

How the results depend on the processing

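The mean signal without background correction, quantile normalized, was chosen after seeing the data, as were the tests of a single control ovary. The name Smad4 cKO stands for *Smad4 (Stella)* here, and the cause was not tested for any change unless stated. A main value was counted as kept by a rule for its kind. Counts had to stay within 1.5 times, and shares, positions and loadings within the spread of replicates or of arrays left out. Fold changes and medians had to keep direction and side of the threshold, whatever their size. Of 33 main values, the number kept was 29 with quantile normalization and 11 with the deposited table. It was 14 with normexp, 31 with the brightest probe and 23 with the added setting. With the slide as a block it was 15 of 21, with the replicate number as a block 13 of 15, with only the groups compared 12 of 15, with the methods' t-test 6 of 12, at 2-fold 1 of 14, with an adjusted p 0 of 6, without the filter 6 of 8, with detected genes 12 of 14 and with genes centred only 2 of 4. Of 64 single-gene values, 62, 54, 53, 63 and 63 kept both direction and side of the threshold under the first 5 of these, 59 with the slide, 63 with the replicate number and 61 with only the groups compared, while 1, 8, 7, 1, 1, 3, 0 and 0 changed direction. The median of all genes in DKO ovaries was -0.08 under the 75th percentile, 0.11 under the deposited table and 0.50 under normexp, and relative to it the male list stood at 1.101 under the deposited table and 0.32 under normexp, and the female list at -1.38 and -1.34. The share of probes well above background, 58.8% to 70.7%, limits what can be said of dim genes.

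With quantile normalization the genes higher in Smad4 cKO than in control ovaries were 49 and the genes lower in Smad4 cKO than in control ovaries 17, against 25 and 26. The ovary-high genes outside the germ lists 1.5-fold lower in DKO ovaries (percent) came to 36.0, and the testis-high genes outside the germ lists 1.5-fold higher in DKO ovaries (percent) to 24.5. Stra8 in Smad4 cKO against control ovaries turned to 0.026.

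Signs under the deposited table are those of unscaled values. Relative to the median of the genes tested, 0 of 43 named genes in DKO and 0 of 26 in *Smad4 (Stella)* ovaries changed sign under it, against 1 and 1 with quantile normalization, 5 and 2 under normexp, and 0 and 0 under the added setting. With the deposited table, the DKO position on PC1 between control ovaries (0) and control testes (100), all genes, was -245, the PC1 share of variance, all genes (percent) 38.1 and the PC1 share of variance, germ-cell-specific genes (percent) 64.9. The Nodal log2 fold change in Smad4 cKO ovaries was 0.28, the Smad4 log2 fold change in DKO ovaries 0.058, the Smad4 log2 fold change in Smad4 cKO ovaries 0.39 and the Stra8 log2 fold change in DKO ovaries -0.83. The female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) were 82.6 and the male germ-cell-specific genes 1.5-fold higher in Smad4 cKO ovaries (percent) 44.9. The genes higher in DKO than in Smad4 cKO ovaries were 112 and genes lower in DKO than in Smad4 cKO ovaries 413, against 827 and 767. By limma, the genes higher in DKO than in control ovaries were 551 and genes lower in DKO than in control ovaries 448, against 1263 and 1506. The genes higher in Smad4 cKO than in control ovaries were 12 and genes lower in Smad4 cKO than in control ovaries 2. By limma, the genes higher in control testes than in control ovaries were 1975 and genes lower in control testes than in control ovaries 1751. The median absolute loading on PC1 of DKO and control ovaries, germ-cell-specific genes, was 0.705, and the median absolute loading on PC1 of DKO and control ovaries, sex-different genes outside the germ lists, 0.603. The median log2 fold change of female germ-cell-specific genes in Smad4 cKO ovaries was 0.022, meiosis genes of Fig 2D lower in Smad4 cKO ovaries at the unadjusted p were 0, and testis-high genes outside the germ lists 1.5-fold higher in DKO ovaries (percent) 35.7. Bmp2 in DKO against control ovaries was 0.14, Sox9 in DKO against control ovaries 0.10, Topaz1 in DKO against control ovaries 0.051, Hormad1 in Smad4 cKO against control ovaries 0.030, Hormad2 in Smad4 cKO against control ovaries 0.077, Lhx8 in Smad4 cKO against control ovaries 0.20, Mael in Smad4 cKO against control ovaries 0.10 and Stra8 in Smad4 cKO against control ovaries 0.33.

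With normexp, the DKO position on PC1 between control ovaries (0) and control testes (100), all genes, was 228, the PC1 share of variance, all genes (percent) 69.8 and the PC1 share of variance, germ-cell-specific genes (percent) 54.4. The fitted value of the Nanos2 log2 fold change in Smad4 cKO ovaries was -0.040, which is no fold and has no direction. The female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) were 62.5 and the male germ-cell-specific genes 1.5-fold higher in Smad4 cKO ovaries (percent) 7.22. The genes higher in DKO than in Smad4 cKO ovaries were 85 and genes lower in DKO than in Smad4 cKO ovaries 137. By limma, the genes higher in DKO than in control ovaries were 444 and genes lower in DKO than in control ovaries 470. The genes higher in Smad4 cKO than in control ovaries were 2 and genes lower in Smad4 cKO than in control ovaries 0. By limma, the genes higher in control testes than in control ovaries were 1370 and genes lower in control testes than in control ovaries 1298. The median absolute loading on PC1 of DKO and control ovaries, germ-cell-specific genes, was 0.738, the median log2 fold change of male germ-cell-specific genes in Smad4 cKO ovaries -0.039, and meiosis genes of Fig 2D lower in Smad4 cKO ovaries 3. The ovary-high genes outside the germ lists 1.5-fold lower in DKO ovaries (percent) were 34.2 and testis-high genes outside the germ lists 1.5-fold higher in DKO ovaries (percent) 25.6. Bmp2 in DKO against control ovaries was 0.23, Mael in DKO against control ovaries -0.19, Nobox in DKO against control ovaries 0.052, Rec8 in DKO against control ovaries -0.086, Sox9 in DKO against control ovaries 0.27, Topaz1 in DKO against control ovaries 0.070 and Tdrd5 in Smad4 cKO against control ovaries -0.078.

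With the brightest probe, female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) were 86.6, genes lower in Smad4 cKO than in control ovaries 17 and Tdrd5 in Smad4 cKO against control ovaries -0.059. With the slide as a block, the Nodal log2 fold change in Smad4 cKO ovaries was 0.96, genes higher in DKO than in Smad4 cKO ovaries 223, genes higher in Smad4 cKO than in control ovaries 9 and genes lower in Smad4 cKO than in control ovaries 4. The median log2 fold change of Sertoli cell markers in DKO ovaries was -0.19, the median log2 fold change of pregranulosa cell markers in DKO ovaries -0.039, Dnmt3l in Smad4 cKO against control ovaries 0.30, Fgf9 in DKO against control ovaries -0.61 and Stra8 in Smad4 cKO against control ovaries 0.10.

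The replicate numbers do not pair the samples: over 18 pairs with the same number, the correlation of deviations from the group means was -0.18 to 0.15, with a median of -0.03, and 2 were over 0.1. The 5 meiosis genes at the unadjusted p became 3 under normexp, with *Mael* in and *Hormad1*, *Dmc1* and *Spo11* out. The slide block added *Sycp1* and *Mei1*, the replicate block *Sycp1*, only the groups compared and the methods' t-test *Mei1* and *Mael*, the added setting *Hormad2* and *Mael*, and leaving out control ovary 3 *Hormad2*. *Sycp1* also came in without control ovary 1 and without *Smad4 (Stella)* ovary 2. *Hormad1* dropped out without control ovary 1 or 2 and without *Smad4 (Stella)* ovary 1 or 3. With the replicate block, genes higher in Smad4 cKO than in control ovaries were 3 and genes lower in Smad4 cKO than in control ovaries 1. With only the groups compared, genes higher in DKO than in Smad4 cKO ovaries were 502, genes higher in Smad4 cKO than in control ovaries 2 and genes lower in Smad4 cKO than in control ovaries 7. With the methods' t-test after Benjamini-Hochberg, genes higher in DKO than in Smad4 cKO ovaries were 11 and genes lower in DKO than in Smad4 cKO ovaries 72, genes higher in DKO than in control ovaries 357 and genes lower in DKO than in control ovaries 741, genes higher in Smad4 cKO than in control ovaries 0 and genes lower in Smad4 cKO than in control ovaries 1. Its counts at the methods' unadjusted threshold were 952 and 863, 1163 and 1445, and 302 and 518. Without the filter on dim probes, genes higher in Smad4 cKO than in control ovaries were 1 and genes lower in Smad4 cKO than in control ovaries 1.

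At 2-fold, female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) became 72.4, male germ-cell-specific genes 1.5-fold higher in DKO ovaries (percent) 51.9 and male germ-cell-specific genes 1.5-fold higher in Smad4 cKO ovaries (percent) 10.2. The genes higher in DKO than in Smad4 cKO ovaries were 436 and genes lower in DKO than in Smad4 cKO ovaries 392, genes higher in DKO than in control ovaries 607 and genes lower in DKO than in control ovaries 762, genes higher in Smad4 cKO than in control ovaries 14 and genes lower in Smad4 cKO than in control ovaries 10, genes higher in control testes than in control ovaries 1789 and genes lower in control testes than in control ovaries 1783. The ovary-high genes outside the germ lists 1.5-fold lower in DKO ovaries (percent) were 18.8 and testis-high genes outside the germ lists 1.5-fold higher in DKO ovaries (percent) 8.91. When an adjusted p was required beside 1.5-fold, female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) were 83.1, female germ-cell-specific genes 1.5-fold lower in Smad4 cKO ovaries (percent) 0, male germ-cell-specific genes 1.5-fold higher in DKO ovaries (percent) 52.4, male germ-cell-specific genes 1.5-fold higher in Smad4 cKO ovaries (percent) 0.267, ovary-high genes outside the germ lists 1.5-fold lower in DKO ovaries (percent) 28.1 and testis-high genes outside the germ lists 1.5-fold higher in DKO ovaries (percent) 14.7. These follow from the stricter threshold. With only detected genes, the PC1 share of variance, all genes (percent) was 36.6 and ovary-high genes outside the germ lists 1.5-fold lower in DKO ovaries (percent) 34.7. With genes centred only, the PC1 share of variance, all genes (percent) was 38.1 and the PC1 share of variance, germ-cell-specific genes (percent) 78.2.

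With the mean signal without background correction, quantile normalized, female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) were 76.2, male germ-cell-specific genes 1.5-fold higher in DKO ovaries (percent) 50.5 and male germ-cell-specific genes 1.5-fold higher in Smad4 cKO ovaries (percent) 8.29. By limma, the genes higher in DKO than in Smad4 cKO ovaries were 484, genes lower in DKO than in Smad4 cKO ovaries 459, genes lower in DKO than in control ovaries 922 and genes lower in control testes than in control ovaries 2009. The median absolute loading on PC1 of DKO and control ovaries, germ-cell-specific genes, was 0.915, ovary-high genes outside the germ lists 1.5-fold lower in DKO ovaries (percent) 28.3, testis-high genes outside the germ lists 1.5-fold higher in DKO ovaries (percent) 13.7 and Stra8 in Smad4 cKO against control ovaries 0.0017.

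With each array left out in turn, the position of DKO ovaries was 24.3 to 35.7 for all genes and 68.2 to 76.0 for germ-cell-specific genes, and the 1st component carried 24.9% to 29.8% and 71.0% to 74.97%. In *Smad4 (Stella)* ovaries *Lefty1* ranged from 2.41 to 3.61, the fitted value of *Nanos2*, which is no fold, from -0.19 to 0.94, *Nodal* from -0.43 to 0.074 and *Smad4* from -0.14 to 0.039. In DKO ovaries *Smad4* ranged from -0.23 to -0.05 and *Stra8* from -1.16 to -0.88. The female list was 86.6% to 90.1% in DKO and 10.47% to 38.1% in *Smad4 (Stella)* ovaries, and the male list 65.5% to 73.5% and 16.0% to 26.2%. Counts of genes higher and lower were 1070 to 1351 and 1365 to 1692 in DKO against control ovaries, 0 to 30 and 0 to 42 in *Smad4 (Stella)* against control ovaries, 2933 to 3327 and 2930 to 3399 in control testes against control ovaries, and 357 to 1077 and 512 to 841 in DKO against *Smad4 (Stella)* ovaries. The higher count in *Smad4 (Stella)* ovaries was 1 without control ovary 2, 7, 9 and 0 without *Smad4 (Stella)* ovaries 1, 2 and 3, and the lower count was 42, 2 and 12 without control ovaries 1, 2 and 3 and 5, 13 and 0 without *Smad4 (Stella)* ovaries 1, 2 and 3. The number of genes higher in DKO than in Smad4 cKO ovaries was 498 without DKO ovary 1, 357 without *Smad4 (Stella)* ovary 2 and 390 without *Smad4 (Stella)* ovary 3. Loadings ranged from 0.918 to 0.949 for germ-cell-specific genes and 0.692 to 0.773 for the others, and meiosis genes from 4 to 6. Medians ranged from -1.52 to -1.41 and 0.88 to 1.17 for the female and male lists in DKO ovaries, -0.48 to -0.33 and -0.028 to 0.17 in *Smad4 (Stella)* ovaries, -0.093 to 0.029 for Sertoli and -0.16 to 0.15 for pregranulosa markers. Ovary-high genes ranged from 37.3% to 44.4% and testis-high genes from 20.0% to 24.8%. Directions turned for *Nodal* without control ovary 3 (0.03) or *Smad4 (Stella)* ovary 2 (0.074), *Smad4* in *Smad4 (Stella)* ovaries without control ovary 2 (0.039) or *Smad4 (Stella)* ovary 3 (0.01), the male list in *Smad4 (Stella)* ovaries without *Smad4 (Stella)* ovary 1 (-0.028), Sertoli markers without control ovary 2 (-0.01), DKO ovary 2 (-0.02) or DKO ovary 3 (-0.093), and pregranulosa markers without control ovary 1 (-0.16) or DKO ovary 2 (-0.09). Among single genes with a turn, *Bmp2* in DKO ovaries ranged from -0.22 to 0.12, *Fgf9* from -0.31 to 0.22, *Mael* from -0.15 to 0.22, *Rec8* from -0.028 to 0.42, *Sox9* from -0.33 to 0.048 and *Topaz1* from -0.33 to 0.0082, and in *Smad4 (Stella)* ovaries *Piwil2* from -0.12 to 0.18 and *Stra8* from -0.24 to 0.033.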

Differences from the paper's values

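The mean signal without background correction, quantile normalized, was chosen after seeing the values. The alternatives set before the data were examined were 13 for each gene of S1 and S2 Tables and 14 for *Lefty1*.

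For DKO against control ovaries, *Dmc1* had a log2 fold change of -3.88, the paper's value in S2 Table being -2.97, and no alternative came within the spread, while the setting chosen after seeing the values gave -3.01 for Dmc1 in DKO against control ovaries. *Nanos2* had a fitted value of 4.90, the paper's value being 1.20, but was well above background in 0 of 3 control ovaries, so that only the bound of at least 2.90 on the log2 scale, or 7.45-fold, is measured. The fitted value was 1.62 under normexp and 1.28 under the setting chosen after seeing the values. *Nodal* was at 2.60, the paper's value being 1.37, with 1.63 under normexp. *Utf1* was at 2.61, the paper's value being 1.71, with 1.82 under normexp, 2.36 without control ovary 3 and 2.29 without DKO ovary 2. *Egr4* was at 6.65, the paper's value being 5.92, with 5.75 under normexp, 6.55 and 6.62 without control ovaries 1 and 3, and 6.34 and 6.58 without DKO ovaries 1 and 2. *Asb9* was at 7.41, the paper's value being 5.40, with 5.27 under normexp. *Gtsf1l* was at 5.75, the paper's value being 3.03, with 3.06 under normexp.

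Among genes that fell, *Hormad2* was at -1.81, the paper's value being -1.53, with -1.62 under the deposited table, -1.38 under normexp, -1.73 with the slide as a block and -1.72 without control ovary 1. *Spo11* was at -2.29, the paper's value being -1.67, with -1.33 under normexp. *Reg2* was at -6.12, the paper's value being -3.57, with -3.11 under normexp. *Lypd4* was at -6.07, the paper's value being -3.76, with -3.29 under normexp and -5.10 without DKO ovary 2. *Terb1* was at -5.81, the paper's value being -3.73, with -3.16 under normexp and -5.08 without DKO ovary 1. *Spdya* was at -5.24, the paper's value being -3.11, with -2.74 under normexp. For *Smad4 (Stella)* against control ovaries, *Lefty1* was at 3.08, the paper's value in S4A Fig being 1.01, with 0.92 under normexp and 1.08 under the setting chosen after seeing the values. Under the setting chosen after seeing the values, Hormad2 in DKO against control ovaries was -1.55, Spo11 in DKO against control ovaries -1.71, Nodal in DKO against control ovaries 1.44, Utf1 in DKO against control ovaries 1.73, Egr4 in DKO against control ovaries 5.97, Asb9 in DKO against control ovaries 5.45, Gtsf1l in DKO against control ovaries 3.13, Reg2 in DKO against control ovaries -3.67, Lypd4 in DKO against control ovaries -3.87, Terb1 in DKO against control ovaries -3.82 and Spdya in DKO against control ovaries -3.20. The other alternatives set before the data were examined did not bring these values within the spread.

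Over 718 genes of S1 and S2 Tables, the setting chosen after seeing the values had r = 0.986 with the paper's values across genes, which are not independent replicates, and a median absolute difference of 0.0209, against r = 0.926 and 0.297 for the 75th percentile. Under that setting, chosen after seeing the values, the male germ-cell-specific genes 1.5-fold higher in DKO ovaries (percent) came to 50.5 and the female germ-cell-specific genes 1.5-fold lower in DKO ovaries (percent) to 76.2.

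In S2 Table itself 281 of 360 genes, or 78.1%, are at least 1.5-fold lower, the paper's text giving 71.1%, while S1 Table holds 201 of 386, or 52.1%, as in the paper's text. In Fig 2D the paper marks *Mael* as lower and does not mark *Dmc1*. Here *Dmc1* passed an unadjusted p and *Mael* did not in limma, and *Mael* passed under normexp, with only the groups compared, with the methods' t-test and under the setting chosen after seeing the values.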

Other observations

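The tests of muscle tissue and its slide, of the share of germ cells, of the shared controls, of BMP and SMAD response genes and of the p-values of S1 and S2 Tables were chosen after the results were seen. The counts over other splits of the arrays were written first.

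As many genes were called only in the real split, 1 of 10, for DKO against control ovaries, control testes against control ovaries and DKO against *Smad4 (Stella)* ovaries. The medians of the male and female lists in DKO ovaries were matched in 1 of 10 splits each, those of Sertoli markers in 10 of 10 and of pregranulosa markers in 6 of 10. The largest count in another split was 2 for DKO and 0 for control testes against control ovaries and 7 for DKO against *Smad4 (Stella)* ovaries, and the largest median in another split was 0.63 and 0.56 in size for the male and female lists. In the simulated data 6, 11 and 14 unchanged genes were called in these comparisons. The share over splits by itself cannot exclude chance, since 10 splits give no share under 0.1, a limit that does not apply to the size of the counts.

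The male and female lists moved apart by 2.48 on the log2 scale in DKO ovaries, which argues against a different share of germ cells as the whole source of the change. Genes of germ cells of both sexes had a median of -0.08 there, with *Ddx4* at 0.14 (-0.23 under normexp relative to the median of the genes tested), *Dazl* at -0.08 and *Rnf17* at -1.05. These genes were themselves lower in control testes than in control ovaries (median -0.57), so they are not a neutral gauge of the share.

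Skeletal muscle markers had a median log2 fold change of -1.39 in DKO and -1.75 in *Smad4 (Stella)* ovaries, and of -0.15 and -0.30 without control ovary 3. With 1 gene at its bound the medians over all arrays were -1.33 and -1.57. Of 9 muscle genes outside S1 and S2 Tables, 8 were highest of the 12 arrays in control ovary 3. The other arrays of its slide differed from the other slides by 0.255, against an SD of 0.400 among the 8 arrays of the other slides, while control ovary 3 itself lay at 3.90, which argues against the slide. *Acta1* was at -3.88, -2.16 and 2.02 and *Mylpf* at -1.39, -1.18 and 2.31 in control ovaries 1 to 3, and 2 genes of the list are in S1 or S2 Table. Muscle tissue in the sample of control ovary 3 is a candidate explanation. Without that array 2624 genes were called between DKO and control ovaries, of which 2343 were also called with it.

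Across genes, the changes in *Smad4 (Stella)* and DKO ovaries had r = 0.607. A simulation gave 0.188 on average, with *Smad4 (Stella)* ovaries unchanged, DKO ovaries keeping their measured change and simulated control ovaries shared by both. It does not give the r expected when neither group changed. With different control ovaries behind each comparison r was 0.217 at the lowest and 0.382 at the highest of 6, so that the shared controls carry part of the relation and how much remains is not settled. Genes are not independent replicates.

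BMP and SMAD response genes had a median of -0.33 in *Smad4 (Stella)* ovaries, with 9 of 10 lower and an adjusted p = 0.0726 from limma's camera (0.114 from fry), so the hypothesis that loss of SMAD4 lowers these genes in whole ovaries stays open. In DKO ovaries the median was -0.45 (adjusted p = 0.0164 from limma's camera and 0.0152 from fry). Without 1 gene that has no fold the medians were -0.25 and -0.52. Between DKO and *Smad4 (Stella)* ovaries the median was -0.04 (adjusted p = 0.304 from limma's camera and 0.646 from fry), so that no difference between these groups was detected.

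The p-values printed in S1 and S2 Tables had a Spearman correlation across genes of 0.937 with p-values of each gene's control ovary level against 0, and of 0.408 with those of the difference. Of the genes, 44 changed by less than 0.1 in log2 and the largest p among them was 7.04e-11 after adjustment, so a candidate explanation is that these p-values test the level and not the difference.

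In DKO ovaries the adjusted p from limma's camera and fry were 0.676 and 0.308 for fetal Leydig markers (median -0.14, or -0.07 without 1 gene that has no fold), 0.509 and 0.219 for Y-linked genes, of which 4 of 4 have no fold, 0.306 and 0.0927 for genes of germ cells of both sexes, 0.0164 and 0.0146 for Nodal pathway genes (1.22, or 1.32 without 1 gene that has no fold and 0.033 with that gene at 0), 2.45e-04 and 0.0016 for pluripotency genes (2.32), 0.555 and 0.0712 for oocyte genes (-0.26, or -0.89 without 1 gene that has no fold), 1.03e-09 and 3.11e-05 for meiosis genes (-1.81), 5.36e-05 and 4.34e-04 for the genes of S4A Fig (4.73, or 2.90 with *Nanos2* at its bound), 1.65e-09 and 3.43e-04 for the male RT-qPCR genes (2.49), 0.193 and 0.0253 for the genes of Fig 7D (1.93), 0.160 and 0.335 for muscle, 0.0154 and 0.0192 for erythroid (-0.48), 0.194 and 0.112 for mesonephric (0.53), 0.0120 and 0.0024 for macrophage (0.37) and 0.999 and 0.782 for endothelial markers (-0.03).

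In the arrays of DKO ovaries, *Cdh1*, *Sox2*, *Pou5f1* and *Utf1* had log2 fold changes of 2.82, 2.08, 2.32 and 2.61, *Tdrd5* 2.49 with probes at 1.64 and 3.34, *Piwil2* 1.39, *Lhx8* 1.02 (adjusted p = 0.112 from limma) and *Nobox* -0.89 (adjusted p = 0.0738 from limma). In *Smad4 (Stella)* ovaries *Figla*, *Nobox* and *Lhx8* were at -0.78, -0.79 and -0.23, with adjusted p = 0.234, 0.219 and 0.792 from limma. The genes called in *Smad4 (Stella)* ovaries from S1 Table were *Asb9*, *Egr4*, *Pramel13*, *4930503E14Rik* and *Ccno*, all higher, and *Stard6* from S2 Table fell by 0.98 on the log2 scale.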
